# Integrated omics analysis reveals sirtuin signaling is central to hepatic response to a high fructose diet

**DOI:** 10.1186/s12864-021-08166-0

**Published:** 2021-12-03

**Authors:** Laura A. Cox, Jeannie Chan, Prahlad Rao, Zeeshan Hamid, Jeremy P. Glenn, Avinash Jadhav, Vivek Das, Genesio M. Karere, Ellen Quillen, Kylie Kavanagh, Michael Olivier

**Keywords:** High fructose diet, Integrated omics, Transcriptomics, Proteomics, Metabolomics, miRNA, Liver metabolism, Diet, Vervet, Pathway analysis

## Abstract

**Background:**

Dietary high fructose (HFr) is a known metabolic disruptor contributing to development of obesity and diabetes in Western societies. Initial molecular changes from exposure to HFr on liver metabolism may be essential to understand the perturbations leading to insulin resistance and abnormalities in lipid and carbohydrate metabolism. We studied vervet monkeys (*Clorocebus aethiops sabaeus*) fed a HFr (n=5) or chow diet (n=5) for 6 weeks, and obtained clinical measures of liver function, blood insulin, cholesterol and triglycerides. In addition, we performed untargeted global transcriptomics, proteomics, and metabolomics analyses on liver biopsies to determine the molecular impact of a HFr diet on coordinated pathways and networks that differed by diet.

**Results:**

We show that integration of omics data sets improved statistical significance for some pathways and networks, and decreased significance for others, suggesting that multiple omics datasets enhance confidence in relevant pathway and network identification. Specifically, we found that sirtuin signaling and a peroxisome proliferator activated receptor alpha (PPARA) regulatory network were significantly altered in hepatic response to HFr. Integration of metabolomics and miRNAs data further strengthened our findings.

**Conclusions:**

Our integrated analysis of three types of omics data with pathway and regulatory network analysis demonstrates the usefulness of this approach for discovery of molecular networks central to a biological response. In addition, metabolites aspartic acid and docosahexaenoic acid (DHA), protein ATG3, and genes *ATG7, and HMGCS2* link sirtuin signaling and the PPARA network suggesting molecular mechanisms for altered hepatic gluconeogenesis from consumption of a HFr diet.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08166-0.

## Background

Fructose intake in countries where people consume a Western diet has significantly increased over the past three decades, particularly through increased consumption of sweetened beverages and foods containing high-fructose corn syrup. Fructose consumption comprises a significant proportion of energy intake in the American diet, and increased consumption coincides with increased prevalence of obesity over the past three decades [1]. Animal studies have shown that diets high in fructose consistently induce metabolic perturbations associated with metabolic syndrome and diabetes [1, 2]. Altered metabolism in the liver has been implicated in multiple chronic metabolic diseases [3]. Several studies have investigated HFr diet challenges in humans [4, 5] and nonhuman primates (NHP) [6–9]. In cynomolgus monkeys (*Macaca fascicularis*), long-term exposure to high fructose (HFr) diets increased liver steatosis, with extent related to duration of fructose exposure [10], but questions remain about the initial molecular changes induced by high levels of fructose that result in long-term health complications.

The vervet monkey (*Chlorocebus aethiops sabaeus*) is a model for multiple human complex diseases including neurodegenerative disease [11], Alzheimer’s disease [12–15], diabetes, obesity and metabolism [16–18] and cardiovascular disease [19, 20] among others. Due to the high degree of genomic [21–23], physiologic and metabolic conservation between vervets and humans, results in vervets are translatable to understanding human health and disease. The ability to control environmental factors including diet and feasibility of collecting tissue biopsy samples from healthy animals, provide opportunities to investigate molecular mechanisms that are dysregulated prior to evidence of clinical disease. Studies in vervets related to metabolism have included diet interventions with variation in sources of protein, fat, and carbohydrate [18, 24, 25]; However, none of these studies in humans or NHP have used global untargeted omics approaches to identify potential molecular mechanisms underlying diet-induced changes in liver metabolism. In addition, no studies to date have generated an integrated comprehensive multi-omics dataset to better understand these molecular changes [26].

The goal of this study included examination of the impact of a short-term exposure to a HFr diet in the liver, a key organ mediating carbohydrate and lipid metabolism, by integrating high-throughput omics data and investigating the benefits of data integration across multiple omics domains. The short-term HFr diet exposure has no discernible impact on body weight, insulin sensitivity, blood pressure, or triglycerides. Total plasma cholesterol and measures of liver injury were greater in animals fed the HFr diet than controls. We examined whether early molecular alterations in liver can be detected prior to development of obesity and diabetes. We compared transcriptome, proteome, and metabolome data from livers of vervets challenged with a HFr diet for six weeks with those fed a chow diet. We demonstrate that the molecular information obtained from integrated analysis of multi-omics datasets is more informative than analyses of any of the individual omics datasets. In addition, using this integrated omics approach, we identified sirtuin signaling and a peroxisome proliferator activated receptor alpha (PPARA) regulatory network as central to the hepatic short-term response to a HFr diet. Metabolites aspartic acid and DHA provide direct evidence on alterations in liver metabolism, and connect sirtuin signaling pathway and PPARA regulatory network, suggesting perturbations in these molecular mechanisms underlie altered hepatic gluconeogenesis in response to a short-term HFr diet.

## Results

### Clinical and morphometric Data analysis

Female age-matched vervet monkeys were fed a chow diet (controls, n=5) or a HFr diet (n=5) for six weeks. Morphometric measures at the end of challenge were not different between groups. Total plasma cholesterol was increased, and measures of liver injury, alanine aminotransferase, alkaline phosphatase, and gamma-glutamyl transpeptidase were increased in animals fed the HFr diet compared to controls (Table 1).

**Table 1:** Morphometric and Clinical Measures

**Diet**	**Age** **(years)**	**BW ** **(Kg)**	**Waist (cm)**	**CRP (ng/ul)**	**SBP (mmHG)**	**DBP (mmHg)**	**INS (U/L)**	**HOMA ** **(AU)**	**Glu (mg/dL)**	**TPC (mg/dL)**	**TG (mg/dL)**	**AST ** **(U/L)**	**ALT ** **(U/L)**	**ALP ** **(U/L)**	**GGTP ** **(U/L)**	**Liver TG ** **(mg/ug prot)**
CON Mean	11.70	5.54	36.36	6.75	123.76	71.08	28.91	2.67	33.80	145.40	44.00	41.00	71.00	98.80	32.20	41.80
CON SD	6.42	0.78	4.34	4.26	26.17	16.43	14.30	2.02	18.85	23.14	9.14	11.40	54.99	27.26	8.14	14.99
HFr Mean	15.70	5.44	36.46	14.63	100.08	65.80	41.93	9.08	73.80	220.60	75.60	65.40	286.20	147.80	84.00	43.80
HFr SD	5.62	1.46	9.56	11.70	9.46	13.13	16.79	10.88	61.34	62.56	65.58	26.10	115.47	27.09	38.76	25.72
p-value	0.325	0.894	0.984	0.195	0.094	0.590	0.223	0.231	0.201	**0.036**	0.317	0.092	**0.006**	**0.021**	**0.019**	0.884

Abbreviations: SBP, systolic blood pressure; DBP, diastolic blood pressure; BW, body weight; CRP, C-reactive protein; INS, insulin; HOMA, homeostatic model assessment; Glu, glucose; TPC, total plasma cholesterol; TG, triglycerides; AST, aspartate transaminase; ALT, alanine aminotransferase; ALP, alkaline phosphatase; and GGTP, gamma-glutamyl transpeptidase

### Transcriptomics data analysis

Comprehensive analysis of RNA expression has commonly been used to study the influence of genetic factors on phenotypic variation and is often used as a surrogate measure for functional alterations (potentially mediated by proteins or by alterations in metabolite levels). 

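Liver biopsies from 10 female vervet monkeys, an Old World primate, were sequenced as polyadenylated RNA after 6 weeks on the high fructose (HFr) diet (n = 5 animals) or on chow (n = 5 animals). The authors aligned the 100 base paired-end reads to the vervet genome assembly ChlSab1.1, estimated the reads of each annotated transcript by expectation-maximization in Partek Flow, and deposited these estimated counts together with values normalized by the trimmed mean of M values (TMM). The deposited table held 28078 transcripts, of which 16124 had a count in at least 1 animal. Total estimated counts per animal ranged from 3052497 to 4992505 on the HFr diet (median 3263224) and from 2977282 to 4663431 on chow (median 3273645). Transcripts of the mitochondrial genome took a large and variable share of these counts, from 41.8% to 67.8% across the HFr animals and from 34.8% to 73.6% across the chow animals. The mean mitochondrial share was 55.5% ± 11.8 (SD, n = 5) on the HFr diet and 55.4% ± 16.5 (SD, n = 5) on chow, which did not differ (two-sided exact permutation test, p = 0.992). The counts left for nuclear transcripts spanned a 3.07-fold range, from 864571 in chow replicate 4 to 2657103 in chow replicate 3. Their median was 1802230 on the HFr diet and 1557158 on chow. The number of transcripts with a count varied less, between 12117 and 13515 per animal.

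**Figure D1:**
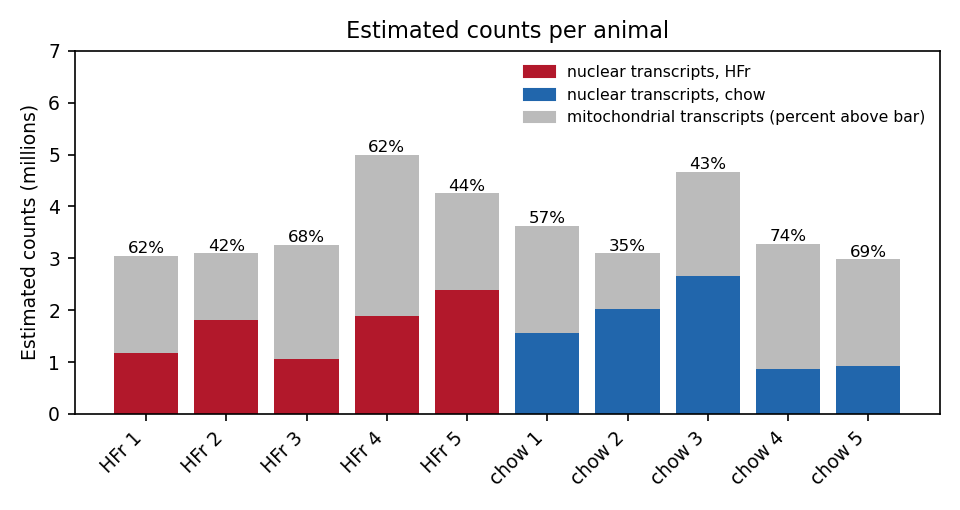
Estimated counts per animal, with nuclear transcripts in red (HFr) or blue (chow) at the base of each bar and mitochondrial transcripts in grey above them. The number over each bar is the mitochondrial percent of the counts, which is 34.8% at its lowest and 73.6% at its highest, both in chow animals.

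For each transcript, the estimated counts were rounded to whole numbers and compared between the diets with edgeR's quasi-likelihood test, using TMM normalization. A gene with several transcripts is represented by the one with the highest mean normalized count over the 10 animals. Values called normalized counts are estimated counts divided by the TMM-scaled library size (CPM).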

As a first step of our multi-omics characterization of liver biopsies from animals in this study, we performed RNA-Seq analyses on all samples. 

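The number of transcripts that pass a filter on low counts depended on how the filter was set. A count above 0 in any animal was met by 16124 transcripts, a count above 0 in at least 9 of the 10 animals by 11057, and a count above 0 in all 10 by 10060. The authors' normalized table holds 16105 transcripts. At least 10 counts in every animal were reached by 5963 transcripts. The test reported here covered the 7948 transcripts, of 7939 genes, that passed edgeR's filterByExpr function, which sets a minimum count of 10, scaled to the library size, in as many animals as the smaller diet group holds. Of the 37 mitochondrial transcripts, 15 were among them. Typical variation of a transcript between animals of the same diet, expressed as edgeR's biological coefficient of variation, was 29.0%.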

We identified 10,688 transcripts that passed quality filters. Of these, 467 were differentially expressed between liver samples from animals fed HFr and chow diets (unadjusted p < 0.05) (Additional file 1). 

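With edgeR's quasi-likelihood test, 341 of the 7948 tested transcripts had an unadjusted p under 0.05 between the 5 HFr and the 5 chow animals. Of these, 164 were higher and 177 lower on the HFr diet. They make up 4.29% of the tested transcripts, where 5% (397.4 transcripts) would fall under this threshold without any difference between the diets. None passed 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.872. The paper's own numbers correspond to 4.37% of its tested transcripts, against 534.4 transcripts at 5%. With normalization by library size only the count was 124 transcripts, 1.56% of those tested. When transcripts with a count above 0 in any animal were tested it was 756 of 16066, or 4.71%. The 16066 are fewer than the 16124 deposited transcripts with a count. With 1 animal left out at a time, the count ranged from 255 without HFr replicate 2 to 396 without HFr replicate 5, chow replicate 2 or chow replicate 4.

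**Figure D2:**
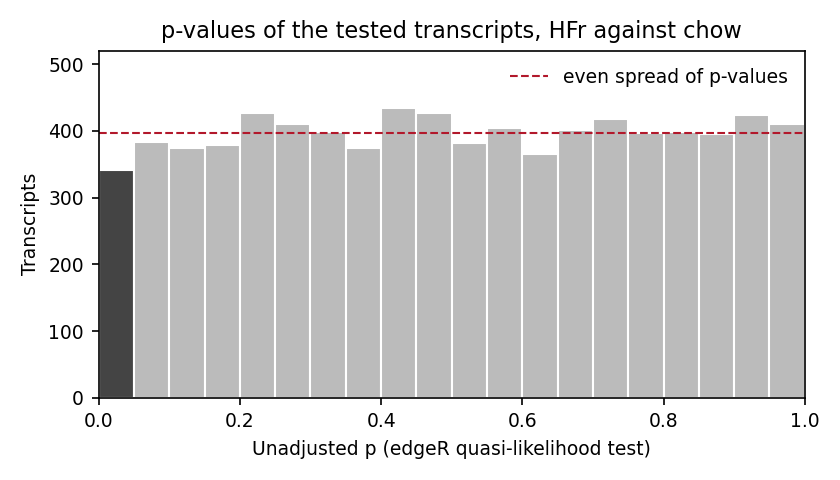
Histogram of the unadjusted p-values of the 7948 tested transcripts in steps of 0.05, with the number of transcripts on the vertical axis. The dark bar holds the 341 transcripts with a p under 0.05, and the dashed line marks the 397.4 transcripts that an even spread would place in each bar.

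For 43 transcripts the normalized counts of the diets did not overlap, with all HFr animals above all chow animals for 17 and below them for 26. This is 0.541% of the tested transcripts, and chance separates 0.794% of transcripts when 5 animals are set against 5. Among those also under an unadjusted p of 0.05, the smallest p-values of the higher transcripts belonged to NUCB2 (log2 fold change 0.97, standard error 0.21), NMRK2 (1.60, standard error 0.36), PNPLA2, IGFLR1 and BMPER. NMRK2, a nicotinamide riboside kinase gene on chromosome 6 of ChlSab1.1 from 3688166 to 3697960, had 19.6 ± 6.03 normalized counts (SD, n = 5) on the HFr diet and 6.16 ± 3.61 (SD, n = 5) on chow (adjusted p = 0.994 from edgeR). The smallest p-values of the lower transcripts belonged to CPE, ARHGEF28, CAPSL, an unnamed gene (ENSCSAG00000013783) and DUSP10. CPE, which encodes carboxypeptidase E and lies on chromosome 7 from 111747172 to 111868754, fell by 1.16 on the log2 scale (standard error 0.22), from 24.0 ± 5.44 normalized counts (SD, n = 5) on chow to 10.8 ± 2.26 (SD, n = 5) on the HFr diet. CPE had the smallest adjusted p of all tested transcripts, and DESeq2 called it with an adjusted p of 0.0291, against a range from 0.0291 to 1 over all alternatives. CAPSL had 262 normalized counts in chow replicate 2 and between 8.67 and 18.2 in the other chow animals. Its log2 fold change of -4.05 (standard error 0.97) was -1.68 without chow replicate 2.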

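Additional file 2 lists 13 genes for sirtuin signaling over its transcript and integrated analyses, and 10 of them had enough counts to be tested. Of these, 9 were higher on the HFr diet and 7 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, among them BAX, ESRRA and SIRT2. None had an adjusted p under 0.05 over all transcripts tested. Adjusted over the list alone, 3 did, which is not independent evidence because the study chose the list on these samples. BAX, on chromosome 6 from 42186238 to 42194115, had 5.04 ± 1.25 normalized counts (SD, n = 5) on the HFr diet and 2.80 ± 0.644 (SD, n = 5) on chow, from 9 to 34 estimated counts per HFr animal and from 5 to 15 per chow animal. Its log2 fold change was 0.87 (standard error 0.28, unadjusted p = 0.00799 and adjusted p = 0.9996 from edgeR). ESRRA was the one tested gene of the list with all HFr animals above all chow animals, at 38.8 ± 5.06 against 27.9 ± 3.70 normalized counts (SD, n = 5 each, log2 fold change 0.47, standard error 0.16, two-sided exact permutation p = 0.00794, the smallest that 5 animals against 5 allow). Normalizing by library size alone moved this family most and left 0 of the 10 genes under 0.05. Leaving out 1 animal at a time left between 4 and 6 genes under 0.05. ATG7, TUBA8 and SOD3 were not tested because of low counts.

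**Figure D3:**
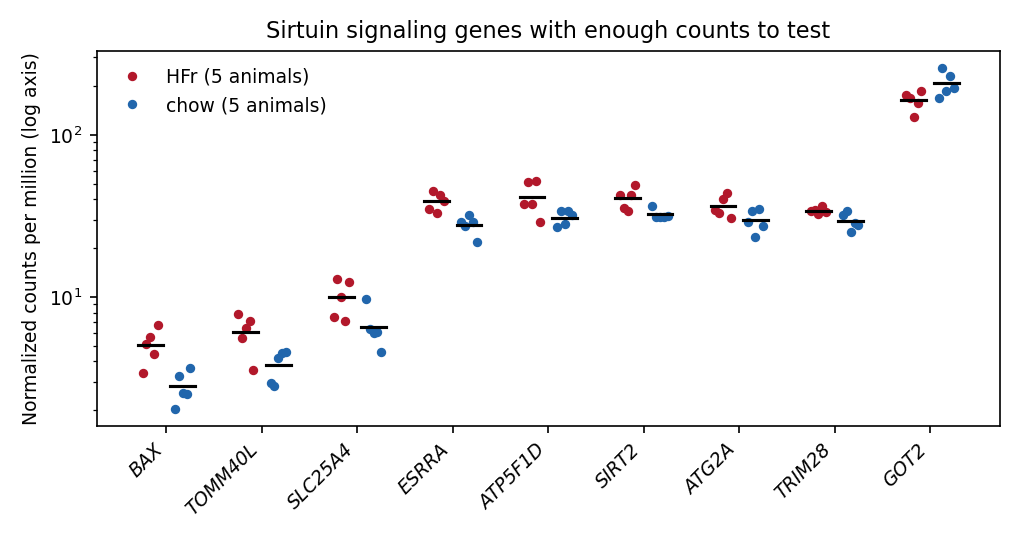
Normalized counts (CPM) on a log axis for 9 of the 10 tested sirtuin signaling genes, ordered by log2 fold change. Each point is 1 animal (red for HFr, blue for chow, replicates 1 to 5 from left to right) and each black line is the mean of 5 animals. GOT2, at the right, is the one gene whose mean is lower on the HFr diet.

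For remodeling of epithelial adherens junctions, 3 of the 5 listed genes were tested, and all 3 were lower on the HFr diet without overlap between the groups. MET, the receptor gene for hepatocyte growth factor, fell from 54.8 ± 3.33 normalized counts (SD, n = 5) on chow to 33.2 ± 9.41 (SD, n = 5) on the HFr diet, CLIP1 from 24.9 ± 2.24 to 18.4 ± 2.04, and DNM1L from 5.41 ± 0.960 to 3.39 ± 0.422. Their log2 fold changes were -0.72 (standard error 0.19), -0.44 (standard error 0.15) and -0.66 (standard error 0.25). TUBA8 and ACTN2 of the same pathway had at most 14 and 17 counts per animal. When transcripts with a count in any animal were tested, TUBA8 was higher on the HFr diet (log2 fold change 1.61, standard error 0.56). ACTN2 was lower in that test (-1.52, standard error 0.59). For necroptosis, 6 of the 8 listed genes were tested and 3 had an unadjusted p under 0.05. SLC25A4 and TOMM40L were higher, by 0.59 (standard error 0.26) and 0.69 (standard error 0.29) on the log2 scale, and DNM1L was lower. CAPNS1, DAPK1 and RB1 differed by less than this, with unadjusted p-values of 0.248, 0.0530 and 0.0554 from edgeR. The unadjusted p of SLC25A4 was 0.05 or more under 9 alternatives and under 0.05 for 22. For TOMM40L these numbers were 7 and 23. No tested gene of the adherens junction or necroptosis lists had an adjusted p under 0.05 over all transcripts tested. The study chose both lists on these samples, so direction and separation of their genes are not independent evidence.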

Pathway enrichment analysis revealed that 51 pathways were different between HFr and chow including sirtuin signaling, remodeling of epithelial adherens junctions signaling, and necroptosis signaling (*p*-value < 0.05, Fig. 1, Additional files 2 and 3). Regulatory network analysis resulted in 5 networks with predicted activation states. 

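The target genes that Additional file 4 lists for each regulator were compared between the diets where counts allowed. For PPARA, 12 of 15 listed genes were tested, 10 were higher on the HFr diet and 9 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test. For XBP1, all 10 listed genes were tested, 8 were higher and 6 had a p under 0.05. For MITF, 10 of 16 were tested, with 7 higher and 7 under 0.05. For KLF15, 3 of 4 were tested, all 3 were higher and 2 were under 0.05. For HDAC1, 6 of 12 were tested, with 4 higher and 5 under 0.05. The median log2 fold changes were 0.64, 0.44, 0.45, 0.46 and 0.64, in the same order. No gene of any of these lists passed adjustment over all tested transcripts. Adjusted over the list alone, 9, 4, 2, 2 and 4 genes did, and the study chose these lists on these samples. PNPLA2, on chromosome 1 from 626019 to 632623, encodes adipose triglyceride lipase and had 62.1 ± 14.6 normalized counts (SD, n = 5) on the HFr diet against 37.9 ± 4.53 (SD, n = 5) on chow (log2 fold change 0.72, standard error 0.18). NUCB2 of the XBP1 list rose from 13.7 ± 2.47 to 27.2 ± 7.32 normalized counts (SD, n = 5 each). SORT1 of the MITF list rose from 8.63 ± 1.65 to 14.4 ± 4.64 (log2 fold change 0.73, standard error 0.24), and KDR of the HDAC1 list from 22.0 ± 5.55 to 32.5 ± 4.82 (log2 fold change 0.57, standard error 0.19). CALR of the XBP1 list rose by 0.70 (standard error 0.21), with 80.4 normalized counts in HFr replicate 5 and between 41.3 and 51.7 in the other HFr animals. STARD5 of the same list was lower, by -0.83 (standard error 0.38).

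**Figure D4:**
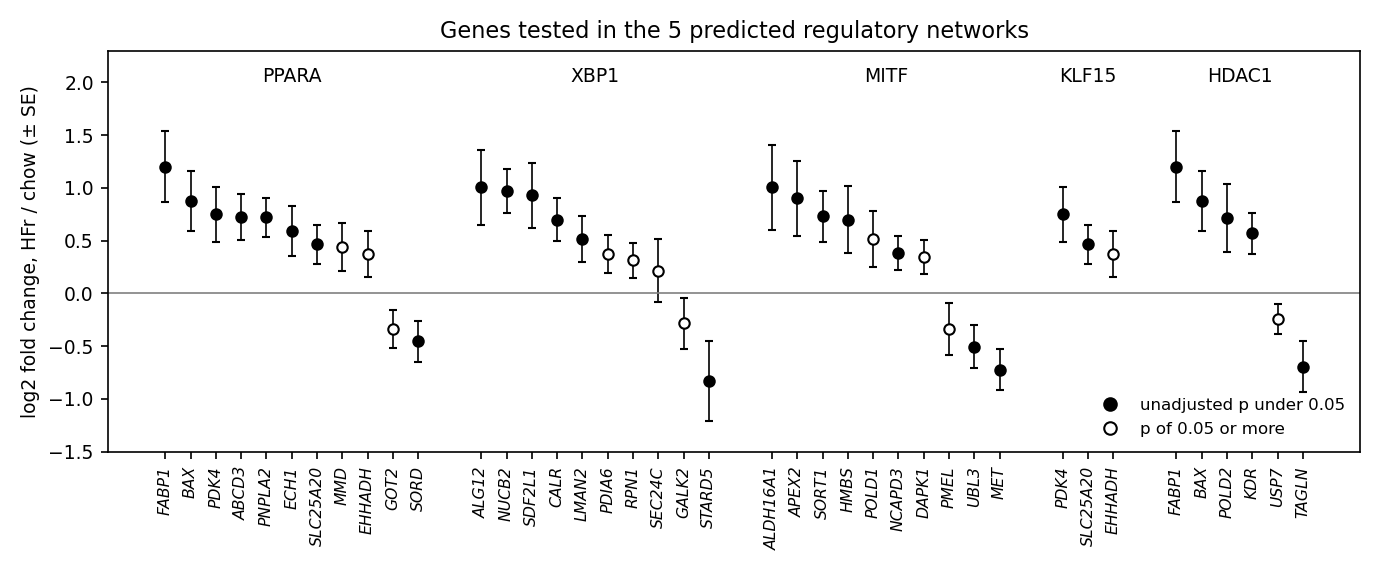
log2 fold changes (HFr over chow) of tested genes of the 5 networks, with error bars of 1 standard error. Filled points have an unadjusted p under 0.05 from edgeR and open points do not. Most genes lie above 0, and in the PPARA network SORD and GOT2 lie below it.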

Four networks regulated by XBP1, PPARA, MITF, and KLF15 were predicted to activate downstream targets, and one network regulated by HDAC1 was predicted to inhibit downstream targets (*p*-value < 0.05) (Fig. 2, Additional files 4 and 5). Regulators XBP1, PPARA, MITF, KLF15, and HDAC1 were expressed but not different between liver samples from HFr and chow-fed animals.

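XBP1, on chromosome 19 of ChlSab1.1 from 11669374 to 11677208, had 351 ± 138 normalized counts (SD, n = 5) on the HFr diet and 403 ± 241 (SD, n = 5) on chow, a log2 fold change of -0.20 (standard error 0.36). Chow replicate 3 stood at 820 normalized counts for this gene and the other chow animals between 224 and 385. Without chow replicate 3 the log2 fold change was 0.23, so the direction rested on that animal. KLF15, on chromosome 22 from 54659703 to 54674368, had 49.9 ± 17.3 normalized counts (SD, n = 5) on the HFr diet and 41.1 ± 11.8 (SD, n = 5) on chow (log2 fold change 0.28, standard error 0.25). HFr replicate 2 stood at 77.8 normalized counts for KLF15 and the other HFr animals between 34.5 and 53.1. Over the alternatives the log2 fold change of KLF15 ranged from 0.06 to 0.45. MITF was expressed at a lower level, with 2.69 ± 1.51 and 3.61 ± 1.09 normalized counts (SD, n = 5 each, log2 fold change -0.38, standard error 0.39). The unadjusted p-values from edgeR were 0.587 for XBP1, 0.280 for KLF15 and 0.347 for MITF. Adjusted over the list alone, they were 0.587, 0.520 and 0.520.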

**Fig. 1:**
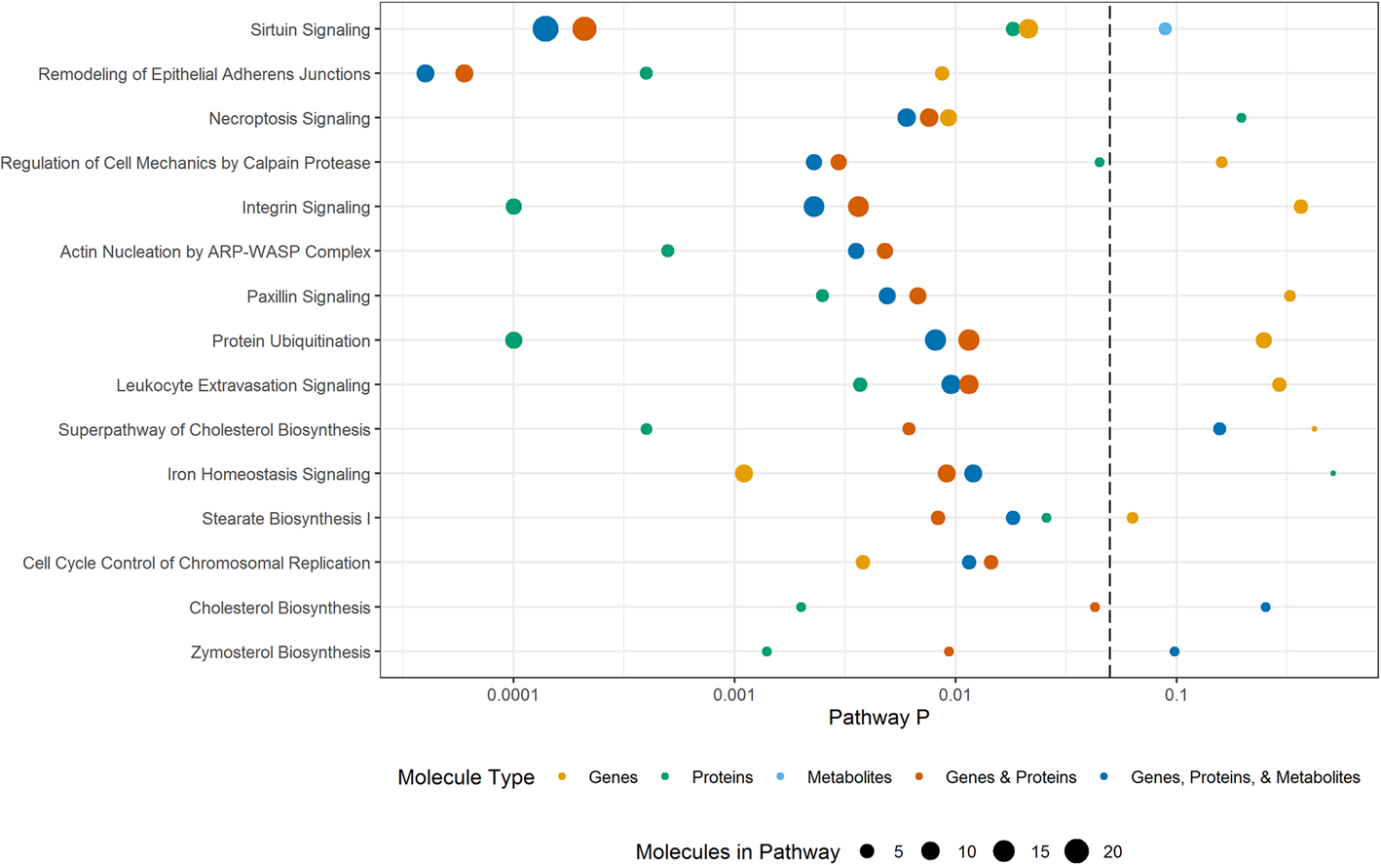
Pathways for each omic data type and integrated omics data. P-values for each Ingenuity canonical pathway are plotted with the color indicating the type(s) of molecules included in the analysis and the dot size reflecting the number of molecules

**Fig. 2:**
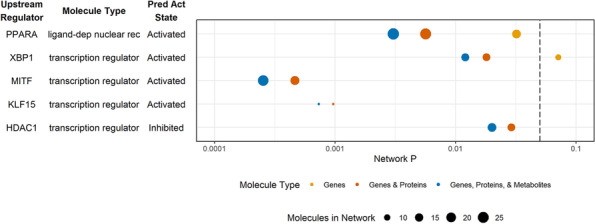
Regulatory networks for each omic data type and integrated omics data. P-values for each network are plotted with the color indicating the type(s) of molecules included in the analysis and the dot size reflecting the number of molecules

### Proteomics data analysis

We analyzed liver-extracted proteins using standard mass spectrometry approaches as reported previously [27]. Overall, we were able to identify 2858 proteins across the 10 samples. Of these, 1594 proteins were identified in at least 3 of 5 samples from either the chow- or the HFr-fed animals, and 1172 proteins were identified in samples from at least 3 animals in each group. We included further analyses the 1172 proteins plus 70 proteins that passed quality filters for all samples in one group, but were not found in any of the samples of the other group. Of the combined 1242 proteins that passed these filters, 126 proteins were quantitatively different between liver samples from HFr- and chow-fed animals (*p*-value < 0.05) (Additional file 6). Pathway enrichment analysis revealed 58 pathways altered by HFr and included pathways that were also observed from the transcriptomic data, including sirtuin signaling, and remodeling of epithelial adherens junctions signaling (*p*-value < 0.05, Fig. 1, Additional file 7). No regulatory networks were found with a predicted activation state (Fig. 2, Additional file 8). Network regulators XBP1, PPARA, MITF, KLF15, and HDAC1 were not detected in the proteomic analysis.

### Commonalities between gene and protein expression

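The direction of each tested gene was set beside the direction of its protein in Additional file 6, which gives a fold change for 1242 proteins measured in these animals. A tested transcript was found for 943 of these proteins. Both gene and protein were higher on the HFr diet for 263 and both were lower for 213. The gene was higher and the protein lower for 256, and the reverse held for 211. The same direction was thus found for 50.5% of the pairs (95% Wilson interval 47.3% to 53.7%), an interval that describes counting error only, since genes are not independent of each other. Across the alternatives for normalization, filter and test and the fits that each left out 1 animal, the share stayed between 49.4% and 51.6%. The paper's own fold changes give 583 pairs in the same direction of 1162, or 50.2%.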

Comparison of gene and protein expression showed 320 molecules with greater expression and 263 with reduced expression that were common to both the transcriptomics and proteomics analyses in liver samples from animals fed a HFr diet compared to chow-fed animals. Comparison of statistically significant differentially expressed genes and proteins revealed only 2 shared molecules, SLCO1B1 and HTATIP2, with decreased abundance in livers from HFr-fed animals compared to chow-fed animals (Fig. 3, Additional file 9).

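SLCO1B1, the gene of a hepatic organic anion transporter on chromosome 11 from 21001655 to 21093278, had 482 ± 70.3 normalized counts (SD, n = 5) on the HFr diet and 634 ± 144 (SD, n = 5) on chow. The log2 fold change of SLCO1B1 was -0.40 (standard error 0.21, unadjusted p = 0.0755 from edgeR). All 5 HFr animals were below the chow mean. HTATIP2, on chromosome 1 from 44624734 to 44643121, had 53.0 ± 11.6 normalized counts (SD, n = 5) on the HFr diet and 75.7 ± 16.1 (SD, n = 5) on chow, a log2 fold change of -0.51 (standard error 0.21, unadjusted p = 0.0284 from edgeR). Its p was 0.05 or more under 12 of 31 alternatives and was 0.0739 without HFr replicate 2. The paper's equal-variance test, rerun on the deposited normalized values, gave HTATIP2 p = 0.05211 on the linear and 0.07314 on the log2 scale. That test gave SLCO1B1 no p under 0.05 either. Of the 34 tested genes with an unadjusted p under 0.05 that have a protein in the paper's table, 18 changed in the direction of the protein. In 3 of the 34 the paper's protein p was also under 0.05. HTATIP2 changed in the same direction as its protein, and GSN (log2 fold change -1.25) and LMAN2 (0.52) changed in the opposite direction.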

**Fig. 3:**
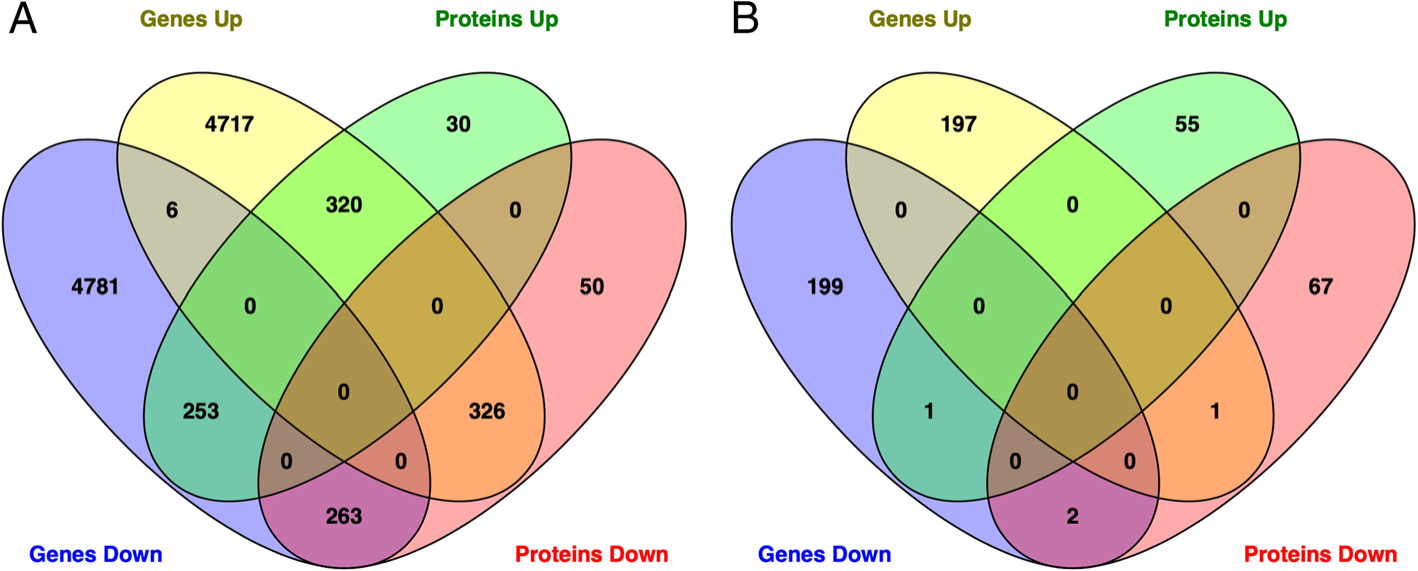
Venn diagram showing (**A**) common expressed and (**B**) differentially expressed genes and proteins

### Metabolomics data analysis

To examine whether we could expand on the molecular changes induced in the liver by HFr exposure that we uncovered by gene-centric analyses (transcriptomics, proteomics), we performed untargeted analysis of small molecule metabolites to analyze the metabolomic changes. Overall, we quantified 471 metabolites that passed quality filters. Of these, 18 showed significantly different abundances between liver samples from HFr- and chow-fed animals (*p*-value < 0.05, Additional file 10). Pathway enrichment showed 25 pathways including aspartate biosynthesis. Sirtuin signaling was observed but not significant (*p*-value = 0.089, Fig. 1 and Additional file 11). All pathways identified in the enrichment analysis only contained one single metabolite per pathway, highlighting the limited annotation of metabolites in pathways and networks. No regulatory networks were found with a predicted activation state and *p*-value < 0.05 (Fig. 2, Additional file 12).

### Integrated omics analysis

Using the datasets described above, we further assessed whether combinations of omics datasets improved statistical confidence and significance in the network and pathway enrichment findings. First, we examined the combination of the gene expression and proteomics results. Integrated analysis of transcriptomic and proteomic data revealed 51 significantly enriched pathways (*p*-value < 0.05). Statistical significance of sirtuin signaling, remodeling of epithelial adherens junctions, necroptosis signaling, and regulatory cell mechanics by calpain protease increased, and the number of molecules identified in each network increased with dataset integration. 

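The genes ATG2A and SOD3 appear in the sirtuin list of Additional file 2 only after the protein data were added. ATG2A, an autophagy gene on chromosome 1 from 9316675 to 9339265, had 36.2 ± 5.38 normalized counts (SD, n = 5) on the HFr diet and 29.7 ± 4.66 (SD, n = 5) on chow, with all 5 HFr animals above the chow mean (log2 fold change 0.29, standard error 0.17, unadjusted p = 0.107 from edgeR). The paper's test on the same transcripts gave ATG2A a p under 0.05, at a log2 fold change of 0.33. SOD3, on chromosome 27 from 25555082 to 25555804, was not tested, since it had from 0 to 16 counts per HFr animal and from 1 to 6 per chow animal. Its counts summed to 46 over the HFr animals and to 16 over the chow animals.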

Interestingly, for sirtuin signaling, the number of genes and proteins was greater than the sum of genes and proteins from individual omic pathway analysis; this is due to our requirement for direct connections with addition of protein data to gene data connecting additional genes in the pathway. Significance of some pathways decreased, such as stearate biosynthesis, cell cycle control of chromosomal replication, and cholesterol biosynthesis (Fig. 2, Additional files 2 and 13). Integrated analysis showed 4 activated networks with predicted regulators PPARA, XBP1, MITF, and KLF15, and one inhibited network with predicted regulator HDAC1. Statistical significance increased and the number of molecules in the networks increased for the PPARA and XBP1 networks when compared to the analysis of the transcriptomic data alone (Fig. 3, Additional files 4 and 14).

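GALK2 and SEC24C are the transcripts that Additional file 4 adds to the XBP1 network with the protein data. GALK2, on chromosome 26 from 33969657 to 34122115, had 16.5 ± 5.04 normalized counts (SD, n = 5) on the HFr diet and 20.1 ± 5.10 (SD, n = 5) on chow, a log2 fold change of -0.28 (standard error 0.24, unadjusted p = 0.257 from edgeR). SEC24C, on chromosome 9 from 57601863 to 57626038, had 9.72 ± 2.80 and 8.20 ± 3.71 normalized counts (SD, n = 5 each), a log2 fold change of 0.21 (standard error 0.30, unadjusted p = 0.488 from edgeR). Both differences were smaller than the SD between animals. Neither gene had an unadjusted p under 0.05 in any alternative that tested it, the paper's equal-variance test included. The PPARA network gained proteins and no transcripts in that file.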

Integration of the transcriptomics and proteomics data with metabolomics findings further enhanced the pathway enrichment and network analyses, and resulted in the identification of 43 significantly enriched pathways. The significance of several pathways, and the number of molecules identified in each pathway, increased even more compared to the gene-protein integrated pathways, including again sirtuin signaling, remodeling of epithelial adherens junctions, necroptosis signaling, and regulatory cell mechanics by calpain protease. Sirtuin signaling had the greatest significance and the greatest number of identified molecules with genes, proteins and metabolites. In addition, significance of other pathways such as cell cycle control of chromosomal replication, and cholesterol biosynthesis further decreased again when compared to the gene-protein integrated networks (Fig. 2, Additional files 2 and 15). Integrated network analysis was similar to pathway analysis with increased significance and molecule number compared to the gene-protein integrated networks, with the PPARA regulatory network (that included gene transcripts, proteins and metabolites) being the most significant (Fig. 3, Additional files 4 and 16). Of note, the protein FASN directly links regulatory networks PPARA, XBP1 and KLF15. In addition, overlapping molecules in networks link regulators PPARA and KLF15 with sirtuin signaling, including the protein ATG3, gene transcripts ATG7, and HMGCS2, and metabolites DHA and L-aspartic acid (Fig. 4).

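ATG7, an autophagy gene on chromosome 22 from 47325614 to 47571070, was not tested because of its low counts, from 0 to 10 per HFr animal and from 3 to 15 per chow animal. They summed to 24 over the HFr animals and 43 over the chow animals. When transcripts with a count in any animal were tested, its log2 fold change was -0.91 (standard error 0.55, unadjusted p = 0.110 from edgeR). The protein ATG3 and the metabolites were measured by other assays and were not analysed here.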

**Fig. 4:**
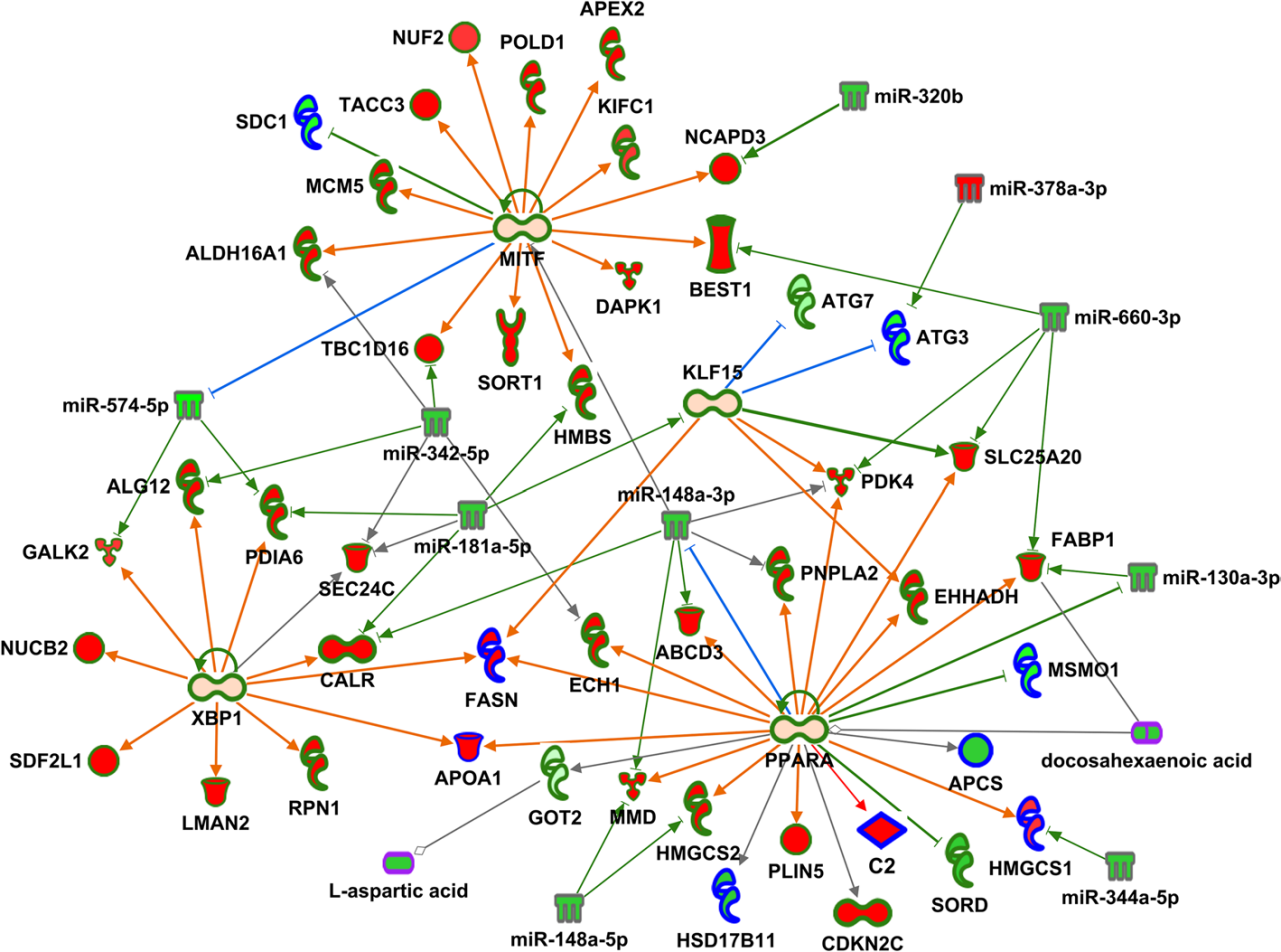
Regulatory network up-regulated in HFr livers compared with chow. Red fill indicates increased abundance, green fill decreased abundance, light orange fill indicates predicted activation, green outline genes, blue outline proteins, gray outline miRNAs, purple outline metabolites, green lines indicate inhibition and red lines activation

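Of the transcripts drawn in color in Fig. 4, 27 had enough counts to be tested. Of these, 26 changed in the drawn direction and 18 did so with an unadjusted p under 0.05 from edgeR's quasi-likelihood test. GALK2, drawn as higher, was the one that went the other way. Normalizing by library size alone moved this count most, to 5 transcripts. Because the figure shows transcripts that the study selected on the same animals, the shared direction is not independent evidence.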

### Integration of miRNA data

In an effort to explore putative regulatory mechanisms underlying the pathway and network enrichment we describe above, we integrated analysis data from small RNA-Seq (which characterizes miRNAs) with the multi-omics datasets described above. In our analysis, we identified 576 known miRNAs that passed quality filters. Of these, 22 were differentially expressed between liver samples from HFr- and chow-fed animals (*p*-value < 0.05, Additional file 17). Detailed miRNA – gene/protein pairing provided a list of 793 inverse pairs that included 17 differentially expressed miRNAs and 758 differentially abundant genes or proteins (Additional file 18). 

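Additional file 18 holds 792 pairs of 17 miRNAs with 758 gene symbols, each pair with opposite signs of the miRNA and gene fold changes. In that table the paper's own p is under 0.05 for 42 of the gene symbols, and its median is 0.45. Of the 758 symbols, 538 had a transcript with enough counts to be tested here, and 515 of these (95.7%) had the sign of the fold change in the paper's table. An unadjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 34, or 6.32%, and none passed adjustment. The miRNA libraries were not analysed here.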

Integration of miRNAs with pathways increased the number of molecules in remodeling of epithelial adherens junctions and necroptosis signaling, and the number of molecules increased for regulatory networks PPARA, XBP1, MITF and HDAC1 (Additional file 4). In addition, these regulatory networks were interconnected by miRNAs that target genes and proteins in multiple networks: miR-148-3p for PPARA, MITF, KLF15, and XBP1 network genes and proteins, miR-181a-5p for MITF, KLF15, and XBP2 network genes and proteins, miR 342-5p for MITF, XBP1 and PPARA network genes and proteins, and miR-574-5p for XBP1 and MITF network genes and proteins (Fig. 4). This integration suggests potential regulatory roles for these miRNAs in coordinating the molecular changes induced in the liver after exposure to a HFr diet, and emphasizes the complexity of miRNA interactions that may affect both transcript and protein levels.

### Genes and Proteins in Multi-Omic Networks with Associations to NASH- and NAFLD-Related Traits

To examine the potential shared pathophysiological mechanisms induced by short term HFr diet exposure with long-term liver health outcomes associated with HFr, we compared GWAS catalog variants and genes associated with nonalcoholic steatohepatitis (NASH)- and nonalcoholic fatty liver disease (NAFLD)-related traits, including BMI, lipoproteins, obesity, diabetes, and insulin resistance, with the differentially expressed genes and proteins identified in our analysis of liver samples. 

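Additional file 19 lists 51 distinct symbols. For 13 of them the paper's protein p is under 0.05 in Additional file 6, and the other 38 rest on transcripts. Of these 38, 26 had enough counts to be tested and 19 had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 8 higher and 11 lower on the HFr diet. None passed adjustment over all tested transcripts, and the table was compiled from the study's own list of differences in these animals.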

The alignment of the datasets revealed 53 genes and proteins with one or more intergenic single nucleotide polymorphism (SNP) associated with one or more NASH/NAFLD related trait(s) (Additional file 19). When we restricted the analysis only to genes and proteins in significantly enriched multi-omic pathways and networks, we identified 13 genes with GWAS SNPs, including FABP1 (associated with NAFLD) in PPARA and HDAC1 networks; GOT2 (associated with triglycerides and aspartate aminotransferase) in the sirtuin signaling pathway; and ATG7 (associated with fat body mass) in the sirtuin signaling pathway and KLF15 network (Table 2).

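FABP1, the liver fatty acid binding protein gene on chromosome 14 from 18659836 to 18667127, had 1134 ± 288 normalized counts (SD, n = 5) on the HFr diet and 493 ± 249 (SD, n = 5) on chow. Its log2 fold change of 1.20 (standard error 0.34, unadjusted p = 0.00320 from edgeR) kept an unadjusted p under 0.05 under all 31 alternatives, and all 5 HFr animals lay above the chow mean. Of the 13 genes in Table 2, 9 had enough counts to be tested, and FABP1, MET, PNPLA2, SORT1 and CLIP1 had an unadjusted p under 0.05. None passed adjustment over all tested transcripts. APOA1 had 6168 ± 1702 and 5583 ± 1486 normalized counts (SD, n = 5 each, log2 fold change 0.14, standard error 0.29). Its log2 fold change ranged from 0.01 to 0.25 over the 31 alternatives and kept its sign. RAC1 had 10.4 ± 3.19 and 10.2 ± 1.17, a log2 fold change of 0.02 (standard error 0.23) whose sign changed under 6 alternatives. RAP1GAP, with at most 13 counts per animal, and TNFRSF11B, with at most 21, were not tested.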

**Table 2:** Pathway and Network Genes and Proteins with GWAS SNPs

Gene Symbol	Pathway or Network	Trait
APOA1	HDAC1 Network PPARA Network XBP1 Network	Very low-density lipoprotein cholesterol
ATG7	KLF15 Network Sirtuin Signaling Pathway	Fat body mass
CLIP1	Remodeling of Epithelial Adherens Junctions	Body mass index
FABP1	HDAC1 Network PPARA Network	Non-alcoholic fatty liver disease Hepatic fibrosis
GOT2	Sirtuin Signaling Pathway	Triglycerides Aspartate aminotransferase
MET	MITF Network Remodeling of Epithelial Adherens Junctions	Triglycerides
MITF	MITF Network	Low-density lipoprotein cholesterol Triglycerides
PNPLA2	PPARA Network	Body fat distribution
PPARA	PPARA Network	Type II Diabetes Total cholesterol Low-density lipoprotein cholesterol Triglycerides
RAC1	Actin Nucleation by ARP-WASP Complex Integrin Signaling Leukocyte Extravasation Signaling Paxillin Signaling	Low-density lipoprotein cholesterol
RAP1GAP	Leukocyte Extravasation Signaling	Alkaline phosphatase
SORT1	MITF Network	Type II Diabetes Coronary artery disease LDL cholesterol change
TNFRSF11B	Necroptosis Signaling Pathway	Alkaline phosphatase

## Discussion

The liver is central to metabolic regulation, and dysregulation of liver metabolism directly impacts gluconeogenesis and lipogenesis. Exposure to a HFr diet is known to increase the risk of dyslipidemia, insulin resistance, lipogenesis [28], levels of hepatic oxidative stress markers, and induce NASH and NAFLD [6]. Unlike glucose, fructose is absorbed in the intestine independently of energy or sodium exchange. When consumed in high amounts, fructose is transported to the liver via hepatic portal circulation and is preferentially converted to lipids. Fructose forms the building blocks of triglycerides [29], and triglycerides produced in the liver mostly are packaged into atherogenic very low-density lipoprotein particles [30]. Fructose in the liver can also serve as substrate for the gluconeogenesis pathway and increase circulating glucose levels [31], which, together with the increased triglyceride levels, decreases overall glycemic control. The specific contribution of hepatic steatosis to whole body insulin sensitivity and dyslipidemia [32–35] is particularly significant for individuals diagnosed with the metabolic syndrome. However, the underlying molecular networks that are dysregulated by a HFr diet and precede insulin resistance, NASH and NAFLD have not yet been identified, and the initial molecular abnormalities initiated by the exposure to fructose remain to be identified [6].

NHPs have been shown to be valuable models of diet-induced metabolic dysregulation due to extensive similarities with human metabolism [7]. The ability to carefully control diet exposure, and the physiological similarity to humans make NHP an ideal model to examine molecular tissue and organ changes in response to short- and long-term dietary challenges. We used a cohort of vervet monkeys (*Clorocebus aethiops sabeus*) fed an acute HFr diet (n=5) or chow diet (n=5) for 6 weeks. Previous analyses showed changes in liver enzymes, total plasma cholesterol, and liver histology indicative of liver injury with periportal and inflammatory lesions in the HFr group [6], but no other clinically discernable abnormalities in body mass, or circulating glucose levels. In this study, we used global untargeted transcriptomics, proteomics, and metabolomics of liver biopsy samples to identify the acute early hepatic molecular and cellular response to a HFr diet, prior to onset of fat accumulation or systemic pathophysiological changes, to identify dysregulated molecular networks that potentially drive fat accumulation, and may be the initiating steps for subsequent long-term liver dysregulation. Pathway and network analyses were performed on individual datasets and integrated multi-omics datasets to determine whether there was a gain in our understanding of the molecular impact of a HFr diet with a combined approach compared to use of single or double omics datasets. Our analytical approach included prioritization of molecules by using pathway and network enrichment statistics, with the stringent requirement of direct connections among molecules, to improve statistical rigor for this study with small sample sizes (a common limitation of NHP studies).

We chose to use IPA to assess integrated omics effectiveness since it has tools for canonical pathway enrichment, and the underlying knowledgebase provides a means for regulatory network analysis at high resolution using transcripts, proteins, and metabolites, which is not yet feasible with other publicly available tools such as DAVID Bioinformatic Resources [36]. Our findings confirm previous papers indicating the need for better tools to perform integrated omic analyses [26]. In addition, it will be important to test strengths and limitations of multi-omics data integration with other tools when available.

In analyzing individual omics datasets, we identified a large number of statistically significant pathways for each data type, which is often the case for these types of data, making it a challenge to prioritize networks and distinguish likely true associations from spurious results. Integration of hepatic transcriptomic and proteomic data increased the significance of a number of pathways and networks, while decreasing the significance of other pathways, suggesting that truly associated pathways can be distinguished better with this approach. 

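Across the 892 genes tested here whose proteins were measured in both diet groups, the log2 fold change of the transcript and that of the protein in the paper's table were nearly unrelated, with a Pearson r of 0.0603 and a Spearman rho of 0.0626. These are correlations across genes, which are not independent replicates. Among the 93 proteins with a p under 0.05 in the paper's table and a tested transcript, 48 transcripts changed in the same direction as the protein.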

Interestingly, comparison of differentially expressed genes and proteins showed very little overlap: potentially due to the low correlation usually observed in expressed protein and transcript abundances. Most studies investigating proteome and transcriptome in the same model have noted this (e.g. [37]). However, integration of these datasets provided additional molecules with direct connections within a pathway or network, increasing the overall number of molecules, increasing the confidence in pathway or network prediction, and providing additional information about molecular functions. For some pathways and networks, additional differentially abundant molecules were added from the second omics dataset, creating new connections not evident in either of the individual omics datasets. Of note, proteins are often identified as molecules connecting separate regulatory networks and steps within signaling pathways, e.g. ATG3 in sirtuin signaling and FASN for the XBP1, PPARA and KLF15 networks.

Integration of transcriptomic and proteomic data increased the significance of the sirtuin signaling pathway, and revealed direct connections between sirtuin signaling and the four activated networks with predicted regulators PPARA, XBP1, MITF and KLF15. It is important to note that all of these genes were detected but not differentially expressed, but the encoded proteins were not detected. These results do not contradict the role of these proteins as central regulators since activity of all four depend on post-translational modifications, and the impact of these regulators may therefore not be mediated by changes in transcript or protein abundance [38–43].

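The estimated counts behind these regulators differed widely. XBP1 had from 854 to 2804 counts per HFr animal and from 721 to 4499 per chow animal, and KLF15 had from 86 to 349 and from 69 to 259. MITF had from 3 to 15 counts per HFr animal and from 9 to 15 per chow animal. PPARA, on chromosome 19 from 28615413 to 28708763, had from 2 to 12 and from 2 to 19 counts and was below the filter. When transcripts with a count in any animal were tested, its log2 fold change was -0.23 (standard error 0.52, unadjusted p = 0.663 from edgeR).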

Integration of metabolomic data with transcriptomic and proteomic datasets further improved significance of some pathways, with sirtuin signaling increasing in rank and statistics from being 7th for transcriptomics and 39th for proteomics, to becoming 2nd for transcriptomics and proteomics, and 2nd overall with integration of all 3 datatypes. This pathway included the most molecules, including 4 metabolites. Other pathways decreased in significance and rank compared with the analysis of individual omics datasets. Addition of metabolites also provided more direct connections among regulatory networks, and connected the sirtuin signaling pathway with the PPARA network. Metabolites aspartic acid and DHA also indicated end-of-pathway directionality for the sirtuin signaling pathway and the PPARA network.

Finally, integration of miRNA data showed 19 of 22 differentially expressed miRNAs targeted genes and/or proteins in the four activated networks and sirtuin signaling pathway with inverse expression profiles. Our miRNA findings suggest that the initial hepatic response to short-term exposure to a HFr diet is at least in part epigenetically regulated. Taken together, these results demonstrate that integration of transcriptomic, small transcriptomic, proteomic, and metabolomic data reveals pathways and networks central the HFr diet response in the liver, not seen by analysis of only one or two of these omic datasets.

Our results from these unique NHP biopsy samples reveal interesting novel molecular mechanisms regulating the initial hepatic response to HFr diet exposure in these animals. The sirtuin signaling pathway and networks regulated by PPARA, XBP1, MITF and KLF15 appear to be central to the HFr diet response. Both sirtuin signaling [44, 45] and PPARA [46] play important roles in the pathophysiology of NAFLD. For the sirtuin gene family, the majority of studies have focused on the role of SIRT1 in regulating both lipid and carbohydrate metabolism [47–49]. Interestingly, in our study, SIRT2 rather than SIRT1 was central to the initial hepatic response to a HFr diet. 

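SIRT1, on chromosome 9 from 63462389 to 63497867, had 14.1 ± 2.35 normalized counts (SD, n = 5) on the HFr diet and 18.6 ± 7.24 (SD, n = 5) on chow (log2 fold change -0.42, standard error 0.25, unadjusted p = 0.120 from edgeR). Without chow replicate 4 its unadjusted p from edgeR was 0.0144, at a log2 fold change of -0.59. SIRT5, SIRT6 and SIRT7 had log2 fold changes of -0.01, 0.01 and -0.08, with standard errors of 0.18, 0.34 and 0.36, and the sign of each depended on which animal was left out. SIRT3 and SIRT4 had at most 18 and 22 counts per animal and were not tested. Adjusted over the list alone, which was fixed before the data were examined, the p-values of the 5 tested sirtuin genes were 0.250 for SIRT2, 0.299 for SIRT1 and 0.978 for the others.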

A recent study in male mice showed that SIRT2 functions as a negative regulator of NAFLD development and progression, with increased expression being protective when animals were fed a high-fat diet [50]. Our study in female NHPs showed higher SIRT2 expression in the HFr group compared with chow-fed animals, and lower expression of GOT2 and decreased abundance of aspartic acid [51], which is regulated by GOT2 [52, 53]. 

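SIRT2, on chromosome 6 of ChlSab1.1 from 33493079 to 33518647, had 40.7 ± 6.18 normalized counts (SD, n = 5) on the HFr diet and 32.3 ± 2.39 (SD, n = 5) on chow, with all 5 HFr animals above the chow mean (two-sided exact permutation test on log2 values, p = 0.0238). Its log2 fold change from edgeR was 0.33 (standard error 0.16, unadjusted p = 0.04995). The p was 0.05 or more under 16 of 31 alternatives, including 7 of the 10 fits that each left out 1 animal, and was 0.133 without HFr replicate 5. The log2 fold change stayed between 0.26 and 0.39 under these alternatives. Chow replicate 1, at 36.5 normalized counts, stood apart from the other chow animals, which lay between 31.1 and 31.5. GOT2, which encodes the mitochondrial aspartate aminotransferase and lies on chromosome 5 from 44645602 to 44670918, had 164 ± 22.1 normalized counts (SD, n = 5) on the HFr diet and 208 ± 36.4 (SD, n = 5) on chow, with all 5 HFr animals below the chow mean. GOT2 had a log2 fold change of -0.34 (standard error 0.18, unadjusted p = 0.0798 from edgeR), and it passed 0.05 under 2 of 31 alternatives. The paper places GOT2 and aspartic acid at the end of the sirtuin pathway and takes them as a sign of altered gluconeogenesis.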

In mice, quantification of GOT2 protein expression by immunohistochemistry shows decreased abundance with NAFLD [54], supporting our preliminary findings. GOT2 and aspartic acid are at the end of the sirtuin pathway and indicative of altered gluconeogenesis and pathologies associated with NAFLD.

While the overall pathways identified in our analysis are supported by published evidence in other model organisms and related pathophysiologies, we also raise additional questions about previously under- or unappreciated regulatory networks. Our analysis suggests that the HFr diet exposure led to activation of the PPARA network, and downstream molecules GOT2 and aspartic acid showed decreased abundance. Studies of PPARA liver expression in mice with steatosis in response to a high-fat diet show sex-differences: PPARA expression is increased in male rats, and FASN, which is directly downstream of PPARA, is also increased. However, in female rats, FASN is increased but PPARA is not [55], suggesting that hepatic PPARA activation/inhibition of FASN may be sex-specific, and the potentially divergent expression patterns in our female NHP in response to the HFr diet may be specific to female animals.

As another example, our detailed multi-omics analysis also suggested that DHA, an omega-3 polyunsaturated fatty acid with anti-inflammatory functions [56], was lower in livers from animals fed a HFr diet than in livers from chow-fed animals. While no studies have reported changes in DHA in response to fructose, human studies examining dietary supplementation with DHA have suggested the beneficial effects of the increased level of DHA may include decreased incidence of NAFLD [57]. DHA is known to bind and activate PPARA [58] which may influence sirtuin signaling and the integrated regulatory network we discovered in our analysis. The decreased abundance of DHA, but with predicted activation of PPARA and activation of all but GOT2 downstream of PPARA, like aspartic acid, suggests differences between rodents and primates or sex-differences in these signaling networks, and may point to other mechanisms (apart from DHA) by which PPARA expression may be increased by HFr.

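Of the 12 PPARA targets tested, SORD was lower on the HFr diet besides GOT2, and Fig. 4 draws both as lower. SORD, the sorbitol dehydrogenase gene on chromosome 26 from 38126911 to 38155381, had 312 ± 27.0 normalized counts (SD, n = 5) on the HFr diet and 427 ± 90.5 (SD, n = 5) on chow (log2 fold change -0.45, standard error 0.19, unadjusted p = 0.0344 from edgeR). Its p was 0.05 or more under 12 of 31 alternatives. The other targets were higher, among them ABCD3 with 93.6 ± 21.9 against 56.6 ± 14.3 normalized counts (SD, n = 5 each, log2 fold change 0.72, standard error 0.22) and PDK4 with 188 ± 56.0 against 112 ± 37.0 (log2 fold change 0.75, standard error 0.26). EHHADH and MMD were higher with unadjusted p-values of 0.107 and 0.0721 from edgeR. CDKN2C and PLIN5, with at most 22 and 19 counts per animal, were not tested, and CEACAM1 was not analysed here.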

GWAS of genes and proteins in sirtuin signaling and the four activated networks we identified show a single gene, FABP1, that has been reported to be associated with alanine aminotransferase levels, a marker of liver disease [59]. Twelve additional genes were associated with lipoprotein-, insulin-, and BMI-related traits. Identification of SIRT2 and an integrated network of regulatory genes and proteins with altered abundance in livers from animals exposed to a HFr diet that are upstream of GOT2 and aspartic acid suggest that we have identified novel molecules and regulatory mechanisms that influence and potentially govern the initial hepatic response to short-term HFr diet exposure. Additional studies are required to validate our findings, and to explore potential targets by which these networks can be modulated to blunt the effects of fructose consumption on overall liver metabolism and function, preventing subsequent health complications known to occur with high intake levels.

## Conclusions

We have demonstrated that integration of multiple omics datasets significantly improves prioritization of pathways and networks that influence hepatic response to a short-term HFr diet. Using this integrated approach, we identified sirtuin signaling and a large, integrated regulatory network, with molecules overlapping sirtuin signaling as a potential key modulator and regulator of hepatic metabolism in response to a HFr diet.

## Materials and methods

### Animals and experimental design

All experimental procedures involving vervet monkeys (*Chlorocebus sabaeus*) were approved and complied with the guidelines of the Institutional Animal Care and Use Committee of Wake Forest University Health Sciences, which is an AALAC accredited facility. The study was carried out in compliance with the ARRIVE guidelines. Procedures were performed by a veterinarian (KK), including liver biopsy as previously described [27]. Animals were provided non-steroidal anti-inflammatory and opioid analgesics during recovery as needed. Liver tissue was flash frozen in liquid nitrogen and stored at -80^o^C until analysis. Animal housing, handling, diet compositions (chow and HFr) and caloric details are as described elsewhere [6]. Prior to the study, all animals were maintained on chow diet. For this study, 10 female vervet monkeys were fed with either chow (n=5) or HFr (n=5) diets for 6 weeks. Previous studies have shown sex-specific metabolic responses to a HFr diet [7]; for this reason, all animals included in the study were female. Animals were stratified to diet group balancing age and body weight (details are described in [6]. The data analysis team was blinded to the intervention stage of the trial (i.e., feeding and thus nutrient exposure); no data reported in the manuscript have a subjective element.

### Clinical measures

Serum-based clinical measures, including total protein, albumin, globulin, albumin/globulin ratio, AST, ALT, ALK phosphatase, GGTP, total bilirubin, urea nitrogen, creatinine, BUN/creatinine ratio, phosphorus, glucose, calcium, magnesium, sodium, potassium, Na/K ratio, chloride, cholesterol, triglycerides, amylase, lipase, CPK, and hematological parameters including WBC, RBC, hemoglobin, hematocrit, MCV, MCH, MCHC, blood parasites, platelet count, platelet, EST, neutrophils, bands, lymphocytes, monocytes, eosinophils and basophil data were obtained from ANTECH Diagnostics (800-872-1001, NC, USA).

### Transcriptomics: RNA Seq

#### RNA Extractions and Sequencing

Total RNA was extracted from vervet monkey livers using the Zymo Direct-zol™ kit (Zymo Research) and each sample was subsequently quantified by Qubit assay (Thermo Fisher). RNA-Seq libraries were prepared from 500 ng of total RNA according to the Illumina TruSeq stranded mRNA protocol (Illumina), which specifically retains polyadenylated mRNAs by the oligo dT coated magnetic beads. Sequencing library concentrations were quantified using the KAPA library quantification kit (Kapa Biosystems). Clusters were generated by cBot (Illumina), and 2 × 100 base paired-end sequencing libraries were sequenced using the Illumina HiSeq 2500 with v3 sequencing reagents (Illumina).

*Data Analysis*: Raw sequences were de-multiplexed using the Illumina pipeline CASAVA v1.8. The FastQC and FASTX toolkit were used for QC. Sequence reads with Phred scores ≥ Q30 were retained. Reads aligned against the vervet reference genome (ChlSab1.1) were annotated using the Ensembl release 93 gene model. Abundance analysis was performed using our established RNA-Seq workflow in Partek Flow, which allowed calculation of transcript-level expression of a gene’s isoforms for alternative spliced transcripts [60, 61]. Transcript abundances were quantified in Flow (Partek) using an expectation-maximization algorithm similar to the reported [62] which quantifies isoform expression levels across the whole genome at the same time and normalizes by transcript length to account for the transcript fragmentation step in RNA-Seq. Transcripts without read counts across all samples were filtered out, and then normalized by the trimmed mean of M values method [Robinson MD and Oshlack A. Genome Biol. 11:R25, 2010] Differentially expressed genes were identified by 2-sided t-test assuming equal variance (unadjusted p < 0.05). Gene expression data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) - GEO Series accession number GSE176576.

### Transcriptomics: small RNA Seq

#### Sequencing

 RNA extracted for RNA Seq was also used for small RNA Seq. Small RNA Seq methods are described in [63]. Briefly, small RNA sequencing libraries were prepared using the Illumina TruSeq Small RNA Sample Prep Kit and were pooled after cDNA synthesis. cDNA libraries were clustered using an Illumina Cluster Station and sequenced with an Illumina GAIIx sequencer. Raw sequence reads were obtained using Illumina’s Pipeline v1.5. Extracted sequence reads were normalized, annotated and abundance determined using mirDeep2 [64].

### Transcriptomics: Data Analysis

Transcripts without read counts across all samples were filtered out, and then normalized by the trimmed mean of M values method. Differentially expressed genes were identified by 2-sided t-test assuming equal variance (unadjusted p < 0.05). Gene expression data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) - GEO accession number GSE178269.

### Proteomics

Proteomics data were generated by liquid chromatography-coupled tandem mass spectrometry using a Thermo Scientific Orbitrap Elite mass spectrometer. Details of sample preparation, mass spectral analysis, and data analysis using a proteogenomics approach in Morpheus. The proteogenomics approach in our Morpheus analysis, used the vervet RNA-Seq data as a reference database. The match is made with the gene symbol/annotation provided from the RNA-Seq data, which for most protein assignments, eliminates one protein matching multiple gene symbols. Details of this approach were described previously [27]. Only unique assignments were included in the pathway analysis, and peptides matching to gene families were not considered for the pathway and network enrichment.

### Proteomics: Data Analysis

For each animal, peptide spectrum intensities reported in Morpheus were summed across occurrences (i.e., across multiple transcript matches) based on Gene IDs. Proteins identified and quantified in at least 3 animals per group (HFr and chow) retained for downstream analysis. Additionally, proteins that were quantified in all samples of one group but not in any of the samples of other group were also retained for subsequent analyses. Intensity values were log transformed, and missing data (at most 2 animals per group) were imputed using the NAguideR tool with the impseq approach (sequential imputation) separately for the two experimental groups (HFr or chow). Differentially abundant proteins were identified by 2-sided t-test assuming equal variance (unadjusted p < 0.05).

#### Comparison of gene and protein abundance

Gene lists (Additional file 1) and protein lists (Additional file 6) were uploaded into Venny and Venn diagrams were generated showing commonly expressed and differentially expressed genes and proteins [65]. Ratios of HFr to chow were used to determine directionality.

### Metabolomics

#### GC−TOFMS Analysis

Liver metabolites were analyzed with chemical derivatization following previously published protocols [66, 67]. Extracted samples were spiked with two internal standard solutions (10 µL of L-2-chlorophenylalanine in water, 0.3 mg/mL; 10 µL of heptadecanoic acid in methanol, 1 mg/mL), mixed, and extracted with 300 µL of methanol/chloroform (3:1). After centrifugation at 12 000* g* for 10 min, an aliquot of the 300-µL supernatant was transferred to a glass sampling vial to vacuum-dry at room temperature. The residue was derivatized using a two-step procedure. First, 80 µL of methoxyamine (15 mg/mL in pyridine) was added to the vial and kept at 30 °C for 90 min, followed by 80 µL of BSTFA (1 % TMCS) at 70 °C for 60 min.

Each 1-µL aliquot of the derivatized solution was injected in splitless mode into an Agilent 6890 N gas chromatograph coupled with a Pegasus HT time-of-flight mass spectrometer (Leco Corporation, St. Joseph, MI). The CRC and control samples were run in the order of “control-CRC-control”, alternately, to minimize systematic analytical deviations. Separation was achieved on a DB-5ms capillary column (30 m × 250 μm i.d., 0.25-µm film thickness; (5 %-phenyl)-methylpolysiloxane bonded and cross-linked; Agilent J&W Scientific, Folsom, CA), with helium as the carrier gas at a constant flow rate of 1.0 mL/min. The temperature of injection, transfer interface, and ion source was set to 270, 260, and 200 °C, respectively. The GC temperature programming was set to 2 min isothermal heating at 80 °C, followed by 10 °C/min oven temperature ramps to 180 °C, 5 °C/min to 240 °C, and 25 °C/min to 290 °C, and a final 9 min maintenance at 290 °C. Electron impact ionization (70 eV) at full scan mode (*m*/*z* 30−600) was used, with an acquisition rate of 20 spectra/s in the TOFMS setting.

#### GC−TOFMS Data Analysis

The acquired MS files from GC−TOFMS analysis were exported in NetCDF format by ChromaTOF software (v3.30, Leco Co., CA). CDF files were extracted using custom scripts (revised Matlab toolbox hierarchical multivariate curve resolution (H-MCR), developed [68, 69] in the MATLAB 7.0 (The MathWorks, Inc.) for data pretreatment procedures such as baseline correction, denoising, smoothing, alignment, time-window splitting, and multivariate curve resolution (based on multivariate curve resolution algorithm) [68]. The resulting data set includes sample information, peak retention time and peak intensities. Compound identification was performed by comparing the mass fragments with National Institute of Standards and Technology (NIST) 05 Standard mass spectral databases in NIST MS search 2.0 (NIST, Gaithersburg, MD) software with a similarity of more than 70 % and finally verified by available reference compounds. Differentially abundant metabolites for all MS analyses were identified by 2-sided t-test assuming equal variance (unadjusted p < 0.05).

#### 2D GC-ToF-MS Analysis

Gas chromatography-mass spectrometry was performed as described [70]. Metabolite extracts were dried under vacuum in cold, and were then sequentially derivatized with methoxyamine hydrochloride (MeOX) and *N*-methyl-*N*-trimethylsilyl-trifluoroacetamide (MSTFA) [70]. One microliter of the derivatized sample was injected in splitless mode using an autosampler (VCTS, Gerstel™, Linthicum, MD, USA) into a GC-MS system consisting of an Agilent© 7890 B gas chromatograph (Agilent Technologies, Palo Alto, CA, USA) with Pegasus ® 4D ToF-MS instrument (LECO Corp., San Jose, CA, USA) equipped with an electron impact (EI) ionization source. Injection of the sample was performed at 250 °C with helium as a carrier gas and flow set to 2 mL min^− 1^. GC was performed using a primary Rxi®-5Sil MS capillary column (Cat. No. 13623-6850, Restek, Bellefonte, PA, USA) (30 m × 0.25 mm × 0.25 μm) and a secondary Rtx®-17Sil capillary column (Cat. No. 40201-6850, Restek, Bellefonte, PA, USA). The temperature program started isothermal at 70 °C for 1 min followed by a 6 °C min^− 1^ ramp to 310 °C and a final 11 min hold at 310 °C. The system was then temperature-equilibrated at 70 °C for 5 min before the next injection. Mass spectra were collected at 20 scans/s with a range of *m/z* 40-600. The transfer line and the ion source temperatures were set to 280 °C. QC standards were injected at scheduled intervals for tentative identification and monitoring shifts in retention indices (RI).

#### 2D GC-ToF-MS Data Analysis

The GC-MS data were pre-processed, cleaned, aligned, and processed using ChromaToF version 4.50.8.0 (LECO Corp., Michigan, USA) following settings from [71]. Briefly described settings viz. S/N: 5; peak width: 0.15, base line offset: 1; m/z range: 50-800. The aligned data were also deconvoluted using Automated Mass Spectral Deconvolution and Identification System (AMDIS, NIST, USA) interface to match against the freely available MSRI spectral libraries of the Golm Metabolome Database available from Max-Planck-Institute for Plant Physiology, Golm, Germany (http://csbdb.mpimp-golm.mpg.de/csbdb/gmd/gmd.html) by matching the mass spectra and RI [72]. Metabolites were identified by comparing fragmentation patterns available in both the Golm database as well as NIST Mass Spectral Reference Library (NIST11/2011; National Institute of Standards and Technology, USA) library. Peak finding and quantification of selective ion traces were accomplished using AMDIS software. Base peak areas of the mass fragments (*m/z*) were normalized using median normalization and log_2_ transformation. Peak areas were normalized by dividing each peak area value by the area of the internal standard for a specific sample, and were further median normalized.

#### Liquid Chromatography-Time of Flight Mass Spectrometry (LC-TOFMS)

Plasma samples were processed as reported before [73]. A volume of 100 µL supernatant was mixed with 400 µL of a mixture of methanol and acetonitrile (5:3). Liver tissue homogenate was added to 500 µL of a chloroform, methanol, and water mixture (1:2:1, v/v/v). These samples were then mixed and centrifuged at 13,000 rpm for 10 min at 4 °C. A 150 µL aliquot of supernatant was transferred to a sampling vial. The deposit was re-homogenized with 500 µL methanol followed by a second centrifugation. Another 150 µL supernatant was added to the same vial for drying and then reconstituted in 500 µL of ACN: H2O (6:4, v/v) before separation.

An Agilent HPLC 1200 system equipped with a binary solvent delivery manager and a sample manager (Agilent Corporation, Santa Clara, CA, USA) was used with chromatographic separations performed on a 4.6 × 150 mm 5 μm Agilent ZORBAX Eclipse XDB-C18 chromatography column. The LC elution conditions are optimized as follows: isocratic at 1 % B (0–0.5 min), linear gradient from 1 to 20 % B (0.5–9.0 min), 20–75 % B (9.0–15.0 min), 75–100 % B (15.0–18.0 min), isocratic at 100 % B (18–19.5 min); linear gradient from 100 to 1 % B (19.5–20.0 min) and isocratic at 1 % B (20.0–25.0 min). For positive ion mode (ESI+) where A = water with 0.1 % formic acid and B = acetonitrile with 0.1 % formic acid, while A = water and B = acetonitrile for negative ion mode (ESI−). The column was maintained at 30 °C as a 5 µL aliquot of sample is injected. Mass spectrometry is performed using an Agilent model 6220 MSD TOF mass spectrometer equipped with a dual sprayer electrospray ionization source (Agilent Corporation, Santa Clara, CA, USA). The TOF mass spectrometer was operated with the following optimized conditions: [1] ES+ mode, capillary voltage 3500 V, nebulizer 45 psig, drying gas temperature 325 °C, drying gas flow 11 L/min, and [2] ES− mode, similar conditions as ES+ mode except the capillary voltage was adjusted to 3000 V. During metabolite profiling experiments, both plot and centroid data are acquired for each sample from 50 to 1,000 Da over a 25 min analysis time. Data generated from LC-TOFMS were centroided, deisotoped, and converted to mzData xml files using the MassHunter Qualitative Analysis Program (vB.03.01) (Agilent). Following conversion, xml files are analyzed using the open source XCMS package (v1.16.3) (http://metlin.scripps.edu), which runs in the statistical package R (v.2.9.2) (http://www.r-project.org), to pick, align, and quantify features (chromatographic events corresponding to specific m/z values and elution times). The software is used with default settings as described (http://metlin.scripps.edu) except for xset (bw = 5) and rector (plottype = “m”, family = “s”). The created .tsv file is opened using Excel software and saved as .xls file. Compound identification was performed by comparing the accurate mass and retention time with reference standards available in our laboratory, or comparing the accurate mass with online database such as the Human Metabolome Database (HMDB).

Metabolomic LC/GC-TOFMS data was analyzed using principle component analysis (PCA) and OPLS analysis between groups. The differential metabolites were selected when they meet the requirements of variable importance in the projection (VIP) >1 in OPLS model and p < 0.05 from student *t*-test. The corresponding fold change shows how these selected differential metabolites varied from control. Final data analysis between control HFr-diet groups for each metabolite was conducted using independent *t*-test analysis with a *p* < 0.05 significance threshold.

### Pathway and Network Analyses

For individual omic datasets, all quality molecules for the dataset were uploaded to Ingenuity Pathway Analysis (IPA; QIAGEN). Unique gene symbols were used for genes and proteins, which are conserved between human and vervet. Pathway and network enrichment analyses used differentially abundant molecules and the IPA Knowledge Base, and requiring direct connections based on experimental evidence among differentially abundant molecules. Regulatory network prediction required previous experimental validation of direct connections in liver or liver cells. Right-tailed Fisher’s exact test was used to calculate enrichment of differentially expressed genes in pathways, p< 0.01[61].

### Integrated Omic Analyses

Multi-omic data analysis combined the total gene, protein, and/or metabolite lists for all molecules that passed quality filters as appropriate for the data type. Lists included molecule ID, direction of change, fold change, and p-value. Pathway and network enrichment used the same parameters and statistical tests as for individual omic datasets, requiring experimentally validated direct connections for differentially abundant molecules.

IPA calculation of p-values for a given pathway, function, or network takes into account the following: (A) The number of associated molecules in the pathway, function, or network; (B) The number of eligible analysis-ready molecules in the dataset with that pathway, function, or network annotation; (C) The total number of molecules associated with that annotation and are included in the selected reference set; (D) The total number of molecules in the reference set; and (E) The total number of analysis-ready molecules that did not match that annotation. When molecules from multiple datasets are combined, the total number of molecules in the dataset increases, i.e., the denominator in the formula. If for example, a pathway is significant for transcript data, but no proteins or metabolites are directly connected to any of the genes in the pathway, then the p-value for that pathway will increase for the combined dataset compared to the transcriptome only dataset.

### miRNA – Gene/Protein pairing

Current pathway and network enrichment tools in IPA do not provide the means to filter direct connections based on inverse abundance between a miRNA and its target. In order to integrate our miRNA data, we performed miRNA – gene pairing in IPA for our miRNA, gene and protein datasets, requiring opposite expression for experimentally validated or highly predicted interactions (e.g., HFr miRNA up-regulated and HFr gene down-regulated compared with chow). Using the gene and protein IDs in this list, we merged it with the list of genes and proteins in all significantly enriched pathways and networks. This analysis does not provide the means to statistically evaluate the significance of miRNA addition to a given pathway or network; however, this approach provides evidence of an epigenetic component of the liver response to HFr diet.

### Identification of pathway and network genes previously associated with NASH/NAFLD related traits

The following search terms, with all variation of names in the GWAS catalog, were used to query the current GWAS catalog [74]: alkaline phosphatase, aspartate aminotransferase, body mass index, body weight, fasting blood glucose, fasting blood insulin, fat body mass, fatty acid, glucose, HbA1c, HDL cholesterol change, insulin, insulin resistance, insulin sensitivity, LDL cholesterol change, lipid, liver fat, liver disease biomarker, liver fibrosis, low density lipoprotein cholesterol, non-alcoholic fatty liver disease, non-alcoholic steatohepatitis, obesity, omega-3 polyunsaturated fatty acid, omega-6 polyunsaturated fatty acid, total cholesterol, triglyceride, type II diabetes mellitus, very low density lipoprotein cholesterol. Genes with associations, based on the GWAS catalog, to any of these traits were compared to the list of all differentially expressed miRNAs, genes and proteins from our transcriptomic and proteomic datasets, and compared with the genes in proteins in multi-omic significant networks and pathways.

## Supplementary Information

**Additional file 1.** Gene List: Genes passing quality filters with ratios and p-values for HFr versus CON.

**Additional file 2.** Pathway Summary for genes, proteins, metabolites, combined genes and proteins, combined genes, proteins, and metabolites, and combined genes, proteins, metabolites, and miRNAs.

**Additional file 3.** Gene Pathways: Enrichment analysis of genes with p-value < 0.05.

**Additional file 4.** Network Summary for genes, proteins, metabolites, combined genes and proteins, combined genes, proteins, and metabolites, and combined genes, proteins, metabolites, and miRNAs.

**Additional file 5.** Gene Networks: Enrichment analysis of genes with p-value < 0.05.

**Additional file 6.** Protein List: Proteins passing quality filters with ratios and p-values for HFr versus CON.

**Additional file 7.** Protein Pathways: Enrichment analysis of proteins with p-value < 0.05.

**Additional file 8.** Protein Networks: Enrichment analysis of proteins with p-value < 0.05.

**Additional file 9.** Common Genes and Proteins: List of common genes and proteins from Venney merge for all genes and proteins passing quality filters and for all differentially expressed genes and proteins.

**Additional file 10.** Metabolite List: Metabolites passing quality filters with ratios and p-values for HFr versus CON.

**Additional file 11.** Metabolite Pathways: Enrichment analysis of metabolites with p-value < 0.05.

**Additional file 12.** Metabolite Networks: Enrichment analysis of metabolites with p-value & 0.05.

**Additional file 13.** Gene & Protein Pathways: Enrichment analysis combining genes and proteins with p-value < 0.05.

**Additional file 14.** Gene & Protein Networks: Enrichment analysis combining genes and proteins with p-value < 0.05.

**Additional file 15.** Gene, Protein, and Metabolite Pathways: Enrichment analysis combining genes, proteins, and metabolites with p-value < 0.05.

**Additional file 16.** Gene, Protein, and Metabolite Networks.

**Additional file 17. **miRNAs passing quality filters and p‐values < 0.05 for HFr versus CON

**Additional file 18.** Gene-Protein with miRNA pairs: miRNA pairing with target genes and proteins either highly predicted or experimentally validated for differentially expressed miRNAs, genes and proteins for HFr versus CON (p-value < 0.05).

**Additional file 19.** Differentially Expressed Gene and Protein: List of GWAS hits of differentially expressed genes and proteins for HFr versus CON.

## Data Availability

RNA Seq, proteomic, and metabolomic data are available in Additional files. Raw RNA Seq data are available through NCBI GEO Series accession number GSE176576 and small RNA Seq data are available through GEO accession number GSE178269. To review GEO accession GSE178269 go to: https://urldefense.com/v3/__https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178269__;!!GA8Xfdg!hpk17gHazQbLJ2Ux3IeSzs9VDjsSSqkQ9zsGAAIMuyNtd_NsH2pPRYGKi1hk9Jw$. The following secure token has been created to allow review of record GSE178269 while it remains in private status: yryzskgcjrqfxav. To review GEO accession GSE176576 go to: https://urldefense.com/v3/__https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176576__;!!GA8Xfdg!iPSaGb7UXXtZbc2VRI0Nj1cw9VE7rn_cFK62irhMe4UbjQs4vcXTLI31lSgLr38$. The following secure token has been created to allow review of record GSE178269 while it remains in private status: knsrqcaodtoxjgz.

## Abbreviations

HFr: high fructose
PPARA: peroxisome proliferator activated receptor alpha
DHA: docosahexaenoic acid
NHP: nonhuman primates
NASH: nonalcoholic steatohepatitis
NAFLD: nonalcoholic fatty liver disease
GEO: Gene Expression Omnibus
H-MCR: hierarchical multivariate curve resolution
MeOX: methoxyamine hydrochloride
MSTFA: N-methyl-N-trimethylsilyl-trifluoroacetamide
EI: electron impact
RI: retention indices
AMDIS: Automated Mass Spectral Deconvolution and Identification System
NIST: National Institute of Standards and Technology
LC-TOFMS: Liquid Chromatography-Time of Flight Mass Spectrometry
HMDB: Human Metabolome Database
PCA: principle component analysis
VIP: variable importance in the projection
IPA: Ingenuity Pathway Analysis

How the deposited data were processed for this re-analysis (not part of the article)

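Liver biopsies of 10 vervet monkeys, 5 fed the HFr diet and 5 fed chow for 6 weeks, were each represented by 1 RNA-Seq library. The estimated counts were made by the authors, who aligned 100 base paired-end reads to ChlSab1.1 and assigned them to Ensembl transcripts by expectation-maximization in Partek Flow, without normalization. Of the values, 96.26% were whole numbers, and the others were fractional. The normalized signal values were made by the authors by removing transcripts without reads and scaling with TMM. In each deposited sample the ratio of the normalized to the estimated value was constant to within 0.00156%. Gene coordinates are those of the deposited tables, counted from 1, with the listed stop excluded. The proteome, metabolome and miRNA data were not analysed here, and values of these that are printed come from the paper's additional files. Additional file 1 was held in part, with 1999 of its 10688 entries.

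The total of each animal lay between 2977282 and 4992505 estimated counts, with 864571 to 2657103 on nuclear transcripts. Counts were rounded and filtered with filterByExpr (minimum count 10, minimum total count 15). The diets were compared with edgeR's quasi-likelihood test after TMM normalization, with diet as the only term. TMM factors ranged from 0.6085 to 1.483. The standard error of a log2 fold change is its size divided by the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method over all tested transcripts, and the threshold was 0.05. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Differences in a single value between the diets were tested with two-sided exact permutation tests over the 252 ways to assign 5 of 10 animals to a diet.

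The genes named are those the paper names in the pathways, networks and tables concerned, the sirtuin family, and the 5 transcripts in each direction with the smallest p-values among those with an unadjusted p under 0.05 and no overlap between the diets. Lists for the sirtuin family, PPARA targets, fructose metabolism and lipogenesis, gluconeogenesis, cholesterol biosynthesis, the unfolded protein response, proliferation, oxidative phosphorylation and inflammation were written from general knowledge. So were marker lists for hepatocytes, macrophages, lymphocytes, blood cells, cholangiocytes, stellate cells and fibroblasts, endothelial cells and skeletal muscle. The lists were tested with camera in limma at an inter-gene correlation of 0.01. A list score is the mean over its tested genes of the log2 normalized count (pseudocount 1), centered for each gene.

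The procedure was tested on simulated data with 7948 transcripts and 5 samples per group. edgeR gave an unadjusted p under 0.05 to 84% of 100 transcripts changed by 1 on the log2 scale and to 100% of 100 changed by 2. After adjustment it called 37% and 98% of them. Of the 7748 unchanged transcripts, 4.88% had an unadjusted p under 0.05.

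The alternatives were DESeq2, other normalizations, other filters on low counts, counts summed by gene, the paper's equal-variance test, limma with a pseudocount of 1 or 0.1, voom with sample quality weights, a block on the replicate number, counts not rounded, robust estimation, each animal left out, and fry or an estimated correlation for the lists. After the values were seen, fits without mitochondrial transcripts or with the mitochondrial percent as a covariate were added, as was the paper's test with other filters. HDAC1 and CEACAM1 were not analysed here. The values of 1 further gene of the sirtuin and PPARA lists are not reported here, although it is counted in the list totals.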

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

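Of the tests weighed here, those on PPARA targets, the unfolded protein response and the principal components were chosen after the results were seen. In 9 of 166 groups of 5 animals, 1 animal lay apart from the other 4 by more than Dixon's 95% critical value of 0.71 allows. Chance alone gives 8.3 such groups, and no animal accounted for more than 2 of the 9.

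The affected genes and the normalized counts of the animal that lay apart were as follows. SIRT2 was at 36.54 in chow replicate 1, and at 31.11 to 31.49 in the other chow animals. CALR was at 80.38 in HFr replicate 5, and at 41.27 to 51.65 in the others. RPN1 was at 66.64 in HFr replicate 4, against 75.74 to 78.98. NCAPD3 was at 34.2 in HFr replicate 5, against 41.22 to 43.68. XBP1 was at 819.6 in chow replicate 3, against 223.8 to 385. CPE was at 14.57 in chow replicate 3, against 25.1 to 28.5. CAPSL was at 262.4 in chow replicate 2, against 8.672 to 18.16. The score of the gluconeogenesis list was -0.4726 in chow replicate 4, against 0.02058 to 0.1286 in the other chow animals. The score of the oxidative phosphorylation list was 0.4331 in HFr replicate 2, against -0.0871 to 0.003 in the other HFr animals. No biological explanation was tested for these single animals.

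Of the 3 lists with an adjusted p under 0.05 from camera, all written from general knowledge, 2 are described here and the PPARA target list further below. The paper covers biology near these 2 with a chromosomal replication pathway and an XBP1 network. The proliferation list had a median log2 fold change of 0.6488 (adjusted p = 0.0004214, range over its alternatives from 7.87e-20 to 0.2335), with 6 of 6 tested genes higher on the HFr diet. Of the 30 genes on this list, 27 were in the deposited table and 24 were not tested, so the result covers a small part of it. The score did not differ in the exact permutation test (p = 0.06349), although all 5 HFr animals were above the chow mean. The lowest median with 1 animal left out was 0.4079, without HFr replicate 2, which argues against a single animal as the whole cause. The unfolded protein response list had a median of 0.261 (adjusted p = 0.0004849, range from 4.62e-08 to 0.6791), with 14 of 18 tested genes higher. The study picked 4 of the 18 from these samples, and without them the median was 0.2059 with 11 of 14 higher. The score was above the chow mean in 3 of 5 HFr animals (exact permutation p = 0.2381). The lowest median of this list was 0.1659, without HFr replicate 5, at an adjusted p of 0.04278 from camera. That p is close to the threshold and the score did not differ between the diets. A large part played by a single animal therefore stays open for this list. Neither call held under fry or an estimated correlation. Among 100 splits of the animals, the real one included, a camera p as small was found for proliferation in 10 and for the unfolded protein response in 22, so an effect of the diet on these lists stays open. More cell division, and the diet itself, are untested biological explanations.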

How the results depend on the processing

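The number of transcripts with an unadjusted p under 0.05, 341 here, lay within 1.5 times that number under all but 3 of 31 alternatives. It was 124 with library size only, 756 of 16066 when transcripts with a count in any sample were tested, and 597 of 16105 with the paper's equal-variance test on all deposited transcripts. The larger numbers come from more transcripts tested. Scaling by library size only leaves the variable mitochondrial share in the scale. That share was 34.75% in chow replicate 2 (TMM factor 1.483) and 73.59% in chow replicate 4 (TMM factor 0.6085). No fit tested whether it caused the smaller number. Across the 10 fits that each left out 1 animal, it ranged from 255 to 396. The share of these transcripts that was higher on the HFr diet was 48.09%, but 65.24% and 65.6% with the paper's test on the linear and log2 scales and 67.25% and 66.86% with limma at pseudocounts of 1 and 0.1. These settings used the authors' normalized values. On those, all tested transcripts had a median log2 fold change of 0.0378 to 0.0436, against -0.000693 with the main settings. The larger share thus came with a shift of all transcripts together. Why those values are shifted was not tested.

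No transcript passed adjustment here, against 341 unadjusted. DESeq2 called 2, CPE (log2 fold change -1.165) and RRM2 (2.811), each at an adjusted p of 0.0291, and library size only called 1, CAPSL (-4.523, adjusted p = 0.02416). RRM2 was named after its values were seen. It had 32.5 normalized counts in HFr replicate 2 and between 3.37 and 10.4 in the other HFr animals. Chow replicate 3, at 4.01, lay above HFr replicate 1 for this gene.

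With library size only, the count at an unadjusted p under 0.05 fell to 0 of the 10 tested sirtuin genes, 5 transcripts of Fig. 4, 18 miRNA-paired genes and 6 named genes, and the cause was not tested. With the paper's test under filters chosen after the values were seen, the transcripts of Fig. 4 numbered 29, 29 and 30 for transcripts above 0 in at least 4 samples of each diet, in at least 3, and for all deposited transcripts. The named genes numbered 52, 52 and 53, where more were tested. Leaving out 1 animal gave from 4 (without HFr replicate 4) to 6 (without chow replicate 1) sirtuin genes, and from 22 (without HFr replicate 2) to 35 (without chow replicate 4) miRNA-paired genes.

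Replicate numbers are shared between the diets. Correlations between samples of the same number were -0.283 to 0.0956, and 0 exceeded 0.1, so the numbers do not pair the samples. A replicate block gave 271 transcripts, 0 after adjustment, and 3 sirtuin genes.

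Of the 9 lists, 3 had an adjusted p under 0.05 with camera, 5 with voom, and 0 with fry or with camera at an estimated correlation. Leaving out 1 animal gave from 3 (without HFr replicate 1) to 5 (without HFr replicate 4) lists.

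Some log2 fold changes and list medians near 0 changed sign, and the cause was not tested. XBP1 ranged from -0.422 without HFr replicate 5 to 0.2324 without chow replicate 3. RAC1 was -0.001159 with voom, -0.00678 with the replicate block, and from -0.148 to 0.1468 with 1 animal left out. The cholesterol list was at -0.005933 with a count in any sample and from -0.1092 (without chow replicate 1) to 0.4251. The fructose and lipogenesis list ranged from -0.3199 to 0.2528 (without chow replicate 2) and gluconeogenesis from -0.003395 (without HFr replicate 2) to 0.307. Inflammation was at 0.1478 with voom, 0.0669 with the mitochondrial percent as a covariate, and from -0.1924 to 0.1752 (without chow replicate 3) with 1 animal left out. The sirtuin family was at 0.0002803 with upper-quartile normalization, 0.01603 with a count in any sample, and 0.03136 with the paper's test on the linear scale. That test gave 0.03309 for transcripts above 0 in every sample and 0.03482 for its 3 wider filters. With 1 animal left out the family ranged from -0.362 to 0.07614.

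Over the 63 named genes, 1697 comparisons with an alternative kept direction and side of the threshold, 151 became weaker, 80 stronger and 7 reversed. For the lists, the numbers were 244, 6, 24 and 22. Low counts limit ATG7, SOD3, PPARA, SIRT3 and SIRT4, which were below the filter.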

Differences from the paper's values

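The paper lists 13 sirtuin signaling genes as differentially expressed, and 7 had an unadjusted p under 0.05 here. Of the 25 alternatives set before the data were examined, the paper's equal-variance test on the linear scale and on the log2 scale brought the number within 1.5 times the paper's, with 9 genes each, and the others did not. With 3 wider filters for that test, chosen after seeing the values, the number was 10.

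Fig. 4 draws about 36 transcripts in color, read by eye, and 18 of them had an unadjusted p under 0.05 in the drawn direction here. None of the alternatives set before the data were examined closed the gap. The paper's test gave 27 for transcripts above 0 in every sample, 29 for those above 0 in at least 4 or at least 3 samples of each diet, and 30 for all deposited transcripts, all chosen after seeing the values.

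The paper describes 758 genes or proteins in its miRNA pairs as differentially abundant, and 34 of the 538 tested here had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. In the paper's own table, 42 of these symbols have a p under 0.05, and the table holds 792 pairs where the paper's text gives 793.

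With the paper's test and transcripts above 0 in at least 4 samples of each diet, a setting chosen after seeing the values, 467 of 11448 transcripts had an unadjusted p under 0.05, the paper's number. No filter on the number of samples with a count gave the paper's 10,688 tested transcripts. Fold changes in the part of Additional file 1 that was held were on the scale of the deposited normalized means, with r = 0.9977 across 1862 genes, which are not independent replicates.

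The paper calls SLCO1B1 and GOT2 lower on the HFr diet. Both were lower here, with unadjusted p-values from edgeR of 0.0755 and 0.0798. DESeq2 gave both an unadjusted p under 0.05, and so did edgeR without chow replicate 1. No other alternative did, the paper's equal-variance test on the deposited values included. For HTATIP2, which the paper also calls lower, that test gave p = 0.05211 on the linear scale and 0.07314 on the log2 scale. ATG2A, which the paper lists, had p = 0.107 from edgeR, and the paper's test called it on the linear (p = 0.04977) and log2 scales (p = 0.04816). Fig. 4 draws GALK2 as higher, and its log2 fold change was -0.28 here. Over the alternatives it stayed between -0.4193 and -0.1435. None of them, the paper's test included, gave GALK2 an unadjusted p under 0.05.

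Other genes that the paper lists had an unadjusted p of 0.05 or more here and under 0.05 with another setting. The paper's test on the linear and log2 scales gave TRIM28, CAPNS1, DAPK1, MMD, PDIA6, RPN1, POLD1 and USP7 such a p, and leaving out 1 of 4 animals gave it to RB1. Of the listed genes with too few counts to be tested, ACTN2, CDKN2C, FAM107A, FOXM1, KIFC1, MCM5, NUF2, PLA2G4A, PLIN5, RAP1GAP, SOD3, TACC3, TNFRSF11B, TUBA8 and TYMS had one when transcripts with a count above 0 in any sample were tested. The paper's test on all deposited transcripts, chosen after seeing the values, gave one to TBC1D16. ATG7, BEST1 and LGR5 had none under either of these settings.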

Other observations

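Tests of PPARA targets against hepatocyte markers, single animals and the mitochondrial share, and of the principal components, were chosen after those results were seen. Other draws of the 126 possible splits of the 10 animals into 5 and 5 served as a comparison for the counts, with 100 splits drawn, the real one included. Of these, 52 gave at least as many transcripts with an unadjusted p under 0.05 as the diets did, with a median of 347.5 and a range from 137 to 1183. After adjustment the diets gave 0 transcripts, against 341 unadjusted, so all 100 splits had to give as many and that comparison decides nothing. At least 1 adjusted transcript was found in 6 splits. As many lists were called in 68 splits, a share of gene and protein directions as far from 50% in 70, and as many miRNA-paired genes in 38. These 4 counts or shares, the adjusted number aside, are no larger than other groupings of these animals often give.

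The PPARA target list had a median log2 fold change of 0.43 (adjusted p = 3.71e-09 from camera, range over its alternatives from 1.936e-12 to 0.2335), with 21 of 24 tested genes higher on the HFr diet. The study picked 5 of the 24, and without them the median was 0.37 with 16 of 19 higher. All 5 HFr animals were above the chow mean (exact permutation p = 0.05556). The call did not hold under fry (adjusted p = 0.2335) or an estimated correlation (adjusted p = 0.1717), and 7 of 100 splits gave as small a camera p. A single animal is argued against as the whole cause by the lowest median with 1 left out, 0.3041 (without chow replicate 2). Leaving out 1 animal also moved the mean mitochondrial share, which was then higher on the HFr diet in 5 fits and higher on chow in 5. The lowest medians were 0.3443 and 0.3041 in these fits, which argues against that share as the whole cause. A larger share of hepatocytes in the HFr biopsies may contribute, since the PPARA score did not exceed the hepatocyte score beyond the spread between animals (exact permutation p = 0.1111). The diet is among the open explanations.

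The other lists had no adjusted p under 0.05 from camera with the main settings. Their medians and adjusted p-values were 0.14 and 0.0699 for oxidative phosphorylation, 0.13 and 0.1145 for cholesterol biosynthesis, and -0.19 and 0.1807 for fructose metabolism and lipogenesis. They were 0.18 and 0.3535 for gluconeogenesis, -0.06 and 0.3535 for inflammation, and -0.01 and 0.9439 for the sirtuin family. An adjusted p under 0.05 was reached by oxidative phosphorylation in 14 of 33 alternatives (range 0.002804 to 0.8521), among them DESeq2, voom and the paper's test. Cholesterol biosynthesis reached one in 5 alternatives (range 0.0005934 to 0.8909), with voom, the replicate block, and without HFr replicate 2, chow replicate 2 or chow replicate 3. So did fructose metabolism and lipogenesis in 5 (range 0.004826 to 0.8521), with library size only and without HFr replicate 4, HFr replicate 5, chow replicate 1 or chow replicate 5. Gluconeogenesis, inflammation and the sirtuin family reached none in any of 33.

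Among cell type markers, medians and adjusted p-values from camera were -0.27 and 0.1236 for stellate cells and fibroblasts, 0.12 and 0.2369 for hepatocytes, 0.12 and 0.2369 for endothelial cells, and 0.19 and 0.2369 for lymphocytes. They were -0.36 and 0.2392 for cholangiocytes, 0.11 and 0.571 for macrophages, and 0.01 and 0.6491 for blood cells, of which 2 genes were tested. For skeletal muscle 1 marker, DES, was tested, with a log2 fold change of -1.78. DES had 34.2 normalized counts in chow replicate 5, between 0 and 8.63 in the other chow animals, and between 0.662 and 6.81 in HFr animals. Chow replicates 5 and 1, the highest for DES, also had the highest stellate cell and fibroblast scores (0.801 and 0.780). The muscle gene ACTN2 had 19 counts over the HFr animals and 51 over the chow animals. TNNT1 (13 and 35), PYGM (14 and 22) and ACTA1 (9 and 16) also had fewer on the HFr diet. ATP2A1 (47 and 21) and TTN (16 and 4) had more. Skeletal muscle in some biopsies is argued against by CKM, MYLPF and the MYH transcripts, which had at most 1 count in any animal.

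The mitochondrial share of the counts differed between animals on the same diet by more than it did between the diets (exact permutation p = 0.9921), which argues against the diet as its cause. More mitochondria per cell would raise nuclear oxidative phosphorylation genes with it. Over the 10 animals, their score had a Pearson r of -0.50 with the share (permutation p = 0.124, adjusted p = 0.248) and a Spearman rho of -0.55 (permutation p = 0.106, adjusted p = 0.212). Without the 2 animals farthest from the median the r was -0.39. These values leave that explanation open, since neither direction passed the threshold.

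The first principal component of the nuclear transcripts held 23.25% of the variance and did not separate the diets (exact permutation p = 0.6032). The fourth held 11.09% and differed between the diets before adjustment (exact permutation p = 0.02381, adjusted p = 0.09524 over 4 components). For the first component, the Pearson r with the mitochondrial share was 0.7528 (permutation p = 0.0134, adjusted p = 0.0536 over 4 relations), the Spearman rho 0.72 (permutation p = 0.0233, adjusted p = 0.0932), and r without the 2 farthest animals 0.69. Tissue handling or RNA quality, reflected in that share, is a candidate source that was not tested.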
